# Anti-Atherogenic Actions of Pomegranate Polyphenol Punicalagin and Its Metabolites: In Vitro Effects on Vascular Cells and In Vivo Atheroprotection by Urolithin A via Anti-Inflammatory and Plaque-Stabilising Mechanisms

**DOI:** 10.3390/antiox15040507

**Published:** 2026-04-20

**Authors:** Sulaiman Alalawi, Daniah Rifqi, Alaa Alhamadi, Reem Alotibi, Fahad Alradi, Nouf Alshehri, Yee-Hung Chan, Jing Chen, Faizah Albalawi, Sarab Taha, Nabras Al-Mahrami, Irina A. Guschina, Timothy R. Hughes, Dipak P. Ramji

**Keywords:** atherosclerosis, gene expression, inflammation, macrophages, nutraceuticals, plaque stability, punicalagin, urolithins

## Abstract

Nutraceuticals are emerging as promising agents for the prevention and treatment of atherosclerosis, particularly in light of the limitations associated with current pharmacotherapies. Pomegranate-derived polyphenols, especially punicalagin (PC), possess multiple cardioprotective properties. However, their direct biological effects are constrained by poor absorption and low bioavailability. Instead, many of their actions are mediated by gut microbiota-derived metabolites known as urolithins. Despite this, the roles of PC and its metabolites in atherosclerosis remain inadequately defined. The objective of this study was to investigate the anti-atherogenic effects and underlying mechanisms of PC and its major metabolites—ellagic acid and urolithins A, B, C, and D—using in vitro and in vivo approaches. In vitro, these compounds broadly inhibited key pro-atherogenic processes in macrophages and endothelial cells, including reactive oxygen species production and inflammatory gene expression, with notable metabolite-specific differences. Urolithin A (UA), identified as the most effective compound, was further evaluated in LDL receptor-deficient mice fed a high-fat diet. UA supplementation improved peripheral blood immune cell profile, reduced atherosclerotic plaque burden and inflammation, and enhanced markers of plaque stability. RNA sequencing of the thoracic aorta revealed key molecular pathways underlying the protective actions of UA. Collectively, these findings highlight the therapeutic potential of PC-derived metabolites, particularly UA, in combating atherosclerosis and support the need for future human clinical studies.

## 1. Introduction

Atherosclerotic cardiovascular disease (ASCVD), a chronic inflammatory disorder of the vasculature, is a major cause of morbidity and mortality worldwide and represents a substantial healthcare and economic burden [1]. ASCVD is triggered by various risk factors, particularly elevated plasma levels of low-density lipoprotein (LDL) cholesterol, that lead to the progression of the disease during the lifespan of an individual, which includes endothelial cell dysfunction; recruitment of immune cells such as monocytes, their differentiation into macrophages and subsequent transformation into foam cells via uptake of modified LDL; formation of lipid-rich necrotic core from death of foam cells that then exacerbates inflammation; migration of smooth muscle cells (SMC) from media to the intima where they stabilise plaques via the production of extracellular matrix (ECM) of the fibrous plaque; and plaque rupture because of thinning of the fibrous cap via increased actions of proteases under inflammatory conditions leading to thrombosis and clinical complications such as myocardial infarction and cerebrovascular accidents [1].

Current pharmacotherapies against ASCVD are associated with various issues such as high residual risk for the disease, various side effects, and high cost associated with some (e.g., neutralising monoclonal antibodies) [1]. Nutraceuticals, food components with health benefits beyond their nutritional value, represent promising agents against ASCVD, but our understanding of the molecular mechanisms underlying their protective actions remains relatively poor [1]. Ellagitannins (ET) are polyphenols present at high concentrations in many fruits and nuts, such as pomegranate, raspberries, walnuts, and almonds, all of which have demonstrated health benefits [2]. The most abundant ET polyphenols are punicalagin (PC) and ellagic acid (EA); however, these are poorly absorbed by the intestine because they are very large and hydrophobic molecules [2]. PC from pomegranates and other sources is mainly hydrolysed to EA in the acidic environment of the stomach [2]. EA then undergoes a series of metabolic transformations by the gut microbiota to produce urolithins, with urolithin (U)A and UB being the two key final products [2] (see Supplementary Figure S1 for structures of PC, EA, and various urolithins).

Isolated studies have demonstrated cardioprotective actions of PC, EA, or urolithins in vitro, in animal model systems, and in humans [2,3,4,5]. Such beneficial effects include inhibition of oxidised LDL (oxLDL) levels, oxLDL-mediated responses, cholesterol biosynthesis, plasma lipid levels, and inflammatory marker production, together with stimulation of cholesterol efflux and endothelial cell function [2,3,4,5,6,7]. However, there are many limitations associated with these studies. For example, human trials in relation to ASCVD and other vascular metabolic diseases have produced mixed results, which possibly reflects the very low number of participants along with differences in study design, concentration of the agent, and duration of the intervention [2]. In addition, only a few studies on animal models of ASCVD have been carried out, and these have been restricted to the Apolipoprotein-E (ApoE)-deficient mouse model, where, in most cases, only limited parameters have been analysed [4,5,8]. However, the lipoprotein profile in these mice is different from that seen in humans, and, additionally, this is perceived as a more aggressive mouse model for atherosclerosis, given that the ApoE protein impacts inflammation, haematopoietic stem cell proliferation, and monocytosis [9]. On the other hand, the LDL receptor-deficient mice (LDLr^−/−^) do not have many such limitations and also have a more human-like plasma lipid profile characteristic of familial hypercholesterolemia [9].

To our knowledge, no studies have compared the effects of PC, EA, and different urolithins together on key cellular processes associated with atherosclerosis in vitro. The objective of this study was hence to investigate the actions of PC, EA, UA, UB, UC, and UD on monocytes/macrophages and endothelial cells in vitro and to extend the investigation of the actions of UA, which was the most effective agent, to the LDLr^−/−^ model system in vivo. RNA-sequencing (RNA-seq) of the thoracic aorta and subsequent bioinformatic analyses were also employed to further probe the underlying molecular mechanisms. Our studies provide new insights into the protective actions of PC and its metabolites in the regulation of several atherosclerosis-associated processes in vitro, together with the ability of UA to improve peripheral blood immune cell profile, attenuate plaque burden and inflammation, promote plaque stability, and regulate key pathways implicated in the disease.

## 2. Materials and Methods

### 2.1. Materials

PC, EA, UB, human monocytic THP-1 cell line and human aortic endothelial cells (HAEC) were purchased from Sigma-Aldrich (Gillingham, UK), UC and UD were from Insight Biotechnology Limited (Welwyn Garden City, UK), UA was from NewChem Technologies Limited (Newcastle upon Tyne, UK) or Sigma-Aldrich (Gillingham, UK); lactate dehydrogenase (LDH) assay kit (C20301), Dil-oxLDL and optimum cutting temperature (OCT) embedding matrix were from Thermo Fisher Scientific (Altrincham, UK); Lymphoprep^TM^ was from STEMCELL Technologies (Cambridge, UK); and tumour necrosis factor-α (TNF-α), interferon-γ (IFN-γ) and monocyte chemotactic protein-1 (MCP-1) were from Peprotech (London, UK). All the other reagents were from Sigma-Aldrich (Gillingham, UK) unless otherwise stated.

### 2.2. Cell Culture and In Vitro Assays

HAEC were cultured in their respective ready-to-use media as per manufacturer’s instructions (Sigma-Adrich, Gillingham, UK). Culturing of human THP-1 monocytes, macrophages obtained from them following their differentiation using 0.16 μM phorbol 12-myristate 13-acetate (PMA) for 24 h, and human monocyte-derived macrophages (HMDM) obtained from monocytes of buffy coats was performed as in our previous studies [10,11,12,13,14]. PC and its metabolites for these in vitro experiments were dissolved in dimethyl sulfoxide (DMSO), which therefore served as a vehicle control.

Determination of cell viability using the LDH Cytotoxicity Assay Kit (C20301, Thermo Fisher Scientific, Altrincham, UK), MCP-1-driven monocytic migration using modified Boyden chambers (Thermo Fisher Scientific, Altricham, UK), production of reactive oxygen species (ROS) using the 2′,7′-dichorofluorescin diacetate (DCFDA) cellular ROS detection kit (ab113851, Abcam, Cambridge, UK), macropinocytosis, Dil-oxLDL uptake and cholesterol-crystal-mediated production of interleukin (IL)-1β using an ELISA kit (DLB50, R&D Systems, Abingdon, UK) were carried out as our previous studies [10,11,12,13,14,15]. In the assay for monitoring ROS production, the cells were first stained with DCFDA and, following its removal, incubated with tert-butyl hydroperoxide (TBHP) in the presence of the vehicle or PC and its metabolites (cells incubated with the vehicle in the absence of TBHP were also included for comparison) (ab113851, Abcam, Cambridge, UK). Total RNA was prepared from cells using RiboZol^TM^ (Avantor, Lutterworth, UK) and real-time quantitative polymerase chain reaction (RT-qPCR) with primers against MCP-1 (5′-CGCTCAGCCAGATGCAATCAATG-3′ and 5′-ATGGTCTTGAAGATCACAGCTTCTTTGG-3′), intercellular adhesion molecule-1 (ICAM1) (5′-GACCAGAGGTTGAACCCCAC-3′ and 5′-GCGCCGGAAAGCTGTAGAT-3′) and glyceraldehyde 3-phosphate dehydrogenase (GAPDH) gene (5′-CTTTTGCGTCGCCAGCCGAG-3′ and (5′-GCCCAATACGACCAAATCCGTTGACT-3′) and data analysis via the ΔΔct method was performed as per our previous studies [10,11,12,13,14].

### 2.3. Animal Experiments

These were carried out according to the Guide for Care and Use of Laboratory Animals (NIH Publication No. 85-23; revised 1996) and approved by Cardiff University’s Ethics Review Committee and the United Kingdom Home Office (licence 30/3365 and P5211628) [10,11,13,14,15]. The LDLr^−/−^ mice, homozygous for the LDLrtm1Her mutation and backcrossed to the C57BL/6J strain (Jackson Laboratory, Bar Harbor, ME, USA), were expanded locally in a pathogen-free and light- and temperature-controlled facility (lights on 7 a.m. to 7 p.m., 22 °C) [10,11,13,14,15]. Male LDLr^−/−^ mice (8-week-old) were randomly assigned to two groups and fed a high-fat diet (HFD) [21% (*w*/*w*) pork lard and 0.15% (*w*/*w*) cholesterol] alone or supplemented with 50 mg/kg/day of UA for 12 weeks. The concentration of UA, which is 4.05 mg/kg/day human equivalent based on the guide for dose conversion between animals and humans [16], was based on previous studies [17,18,19,20]. The 12-week duration of intervention was similar to our other in vivo studies on nutraceuticals [10,11,14].

The weight of the animals at the start of the study and frequently during the feeding period (2 days/week), together with the weight of the supplied food and that remaining, was recorded. The levels of circulating myeloid and lymphoid cells in the peripheral blood were determined a day before sacrifice, as in our previous studies [14]. The mice were sacrificed using CO_2_ asphyxiation (death confirmed via absence of a pulse), and various tissues were weighed, snap frozen, and stored at −80 °C. Blood following cardiac puncture was collected in the presence of 50 U/mL heparin, and plasma obtained following centrifugation (10 min at 12,000× *g*). For cryosectioning, the heart was perfused with phosphate-buffered saline (PBS), mounted with OCT embedding matrix, and flash frozen [10,11,13,14].

### 2.4. Lipid Analysis

The plasma concentrations of LDL/very low-density lipoprotein (VLDL) cholesterol (LDL/VLDL-C), high-density lipoprotein (HDL) cholesterol (HDL-C), cholesteryl esters (CE) and total cholesterol (TC) were measured using the Cholesterol Assay Kit-HDL and LDL/VLDL (ab65390, Abcam, Cambridge, UK) whereas that of triacylglycerol (TG) was determined using the Triglyceride Assay Kit (ab65336, Abcam, Cambridge, UK) as our previous studies [10,11,13,14,15].

Short-chain fatty acids (SCFAs) in the plasma and the faeces were extracted using a solution of orthophosphoric acid and analysed by capillary gas chromatography (GC). All procedures, including centrifugations, were carried out at 4 °C. Thus, 20–30 mg of faecal samples were thawed, weighed, and homogenised for 3 min in 100 mL of 16% (*v*/*v*) aqueous orthophosphoric acid, whereas the plasma samples (10–20 µL) were acidified with 2 µL of 70% (*v*/*v*) orthophosphoric acid. A known amount of 2-ethylbutyric acid (Sigma-Aldrich, Gillingham, UK) was added as an internal standard to aid the subsequent quantification of fatty acids. The suspensions or plasma samples were kept at room temperature for 10 min with occasional vortexing and then centrifuged at 13,000× *g* for 20 min. GC was then performed using a Clarus 500 gas chromatograph with a flame ionising detector (PerkinElmer 8500, PerkinElmer, Waltham, MA, USA) fitted with a TR-FFAP 30 m × 0.32 mm i.d. × 0.25 μm capillary column (Thermo Fisher Scientific, Altricham, UK). Two temperature operation conditions were used for effective separation of individual compounds: (1) 100 °C for 3 min, programmed to 220 °C at 4 °C/min, hold for 13 min; and (2) 90 °C for 1 min, programmed to 130 °C at 10 °C/min, hold for 3 min, and then programmed to 200 °C at 10 °C/min followed by hold for 8 min. Nitrogen was used as a carrier; the injector temperature was 220 °C, the detector temperature was 240 °C, and 5 μL was the injection volume. SCFAs were identified routinely by comparing retention times of peaks with those of standards: acetic acid (Thermo Fisher Scientific, Altricham, UK) and propionic, valeric, and butyric acids (Sigma-Aldrich, Gillingham, UK). Total Chrom Navigator software, version 6.2.1 (PerkinElmer, Waltham, MA, USA) was used for data acquisition.

### 2.5. Plaque Analyses

Histological and immunohistological staining of aortic root sections (8 μm) was carried out as in our previous studies [10,11,13,14]. Image analysis was carried out in a blinded fashion using the ImageJ software (2.9.0/v1.54b), as in our previous studies [10,11,13,14].

### 2.6. RNA-Sequencing (RNA-Seq)

The thoracic aorta was stored in RNAlater^TM^ stabilisation solution (Thermo Fisher Scientific, Altrincham, UK) at −80 °C, and total RNA was isolated using TissueLyser II containing one 2 mm stainless steel bead and the RNeasy Mini Kit as described by the manufacturer (Qiagen, Manchester, UK). High-quality RNA (integrity number typically >6.8) was then subjected to RNA-seq and standard bioinformatic analysis at Novogene (Cambridge, UK). This included quality check, preparation of mRNA library (poly A enrichment), Illumina sequencing PE150 with data quality control and data filtering, mapping to reference genome, quantification of gene expression and correlation analysis, differential expression and enrichment analyses such as Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway of differentially expressed genes (DEGs) [14]. Additional DEG analyses (*p* adjusted < 0.05 filter), such as canonical pathways, diseases, and function, were performed via Ingenuity Pathway Analysis (IPA) software (https://www.qiagen.com/ja-us/products/discovery-and-translational-research/next-generation-sequencing/informatics-and-data/interpretation-content-databases/ingenuity-pathway-analysis (accessed on 15 November 2023)) (Qiagen, Manchester, UK) [14]. The data have been submitted to the GEO repository (GSE311266).

### 2.7. Statistical Analyses of Data

The normality of data was evaluated via a Shapiro–Wilk test, and statistical analysis of data from two groups only was carried out using an unpaired Student’s *t*-test for data that were normally distributed or a Mann–Whitney U test if this was not the case. A one-way analysis of variance (ANOVA) followed by either Tukey’s (for equal variances) or Dunnett’s or Dunnett’s T3 (for unequal variances) post hoc test was employed for normally distributed data involving more than two groups, or via Kruskal–Wallis and Dunn’s post hoc test if the data were not normally distributed. GraphPad Prism 9 software was used for statistical analysis, with significance defined by *p* ≤ 0.05.

## 3. Results

### 3.1. Dose Response Experiments on PC and Its Metabolites on ROS Production and Macropinocytosis In Vitro

The actions of PC and its metabolites on macrophages were first investigated, given their important roles at all stages of the disease [1]. The studies initially employed several different concentrations of PC and its metabolites (25 μM, 50 μM, 75 μM, 100 μM, and 150 μM) on the THP-1 cell line, which is extensively used for studies on monocytes and macrophages in ASCVD, with conservation of responses with primary cultures and in vivo [10,11,12,14,21]. All these concentrations of PC and its metabolites had no effect on the viability of THP-1 macrophages (Supplementary Figure S2).

The production of ROS is an important early event in atherosclerosis, being responsible for the oxidation of LDL [1]. We therefore analysed the effects of PC and its metabolites on the TBHP-induced ROS production (Figure 1). This TBHP-induced ROS production was significantly attenuated by PC at all concentrations (*p* ≤ 0.001 at 25 μM, 50 μM and 75 μM, *p* = 0.004 at 100 μM and *p* = 0.029 at 150 μM) (Figure 1A), by EA at 50 μM (*p* = 0.007), 75 μM (*p* = 0.005), 100 μM (*p* ≤ 0.001) and 150 μM (*p* ≤ 0.001) (Figure 1B), by UA at 25 μM (*p* ≤ 0.001) and 50 μM (*p* = 0.045) with a trend towards reduction at 75 μM (*p* = 0.064) (Figure 1C), and by UC at all concentrations (*p* ≤ 0.001 in all cases) (Figure 1E). In contrast, the TBHP-induced ROS production was increased by UB at 25 μM (*p* = 0.032), 75 μM (*p* = 0.003), 100 μM (*p* ≤ 0.001) and 150 μM (*p* ≤ 0.001) with a trend towards increase at 50 μM (*p* = 0.079) (Figure 1D), and by UD at 75 μM (*p* = 0.002), 100 μM (*p* ≤ 0.001) and 150 μM (*p* ≤ 0.001) with a trend towards increase at 50 μM (*p* = 0.070) (Figure 1F).

The studies on THP-1 macrophages showed that from the urolithins, UA and UC had antioxidant activities, whereas UB and UD had pro-oxidant actions. Further experiments with these four urolithins also showed that such an action extended to THP-1 monocytes. Thus, UA and UC inhibited the TBHP-induced ROS production at 50 μM (*p* ≤ 0.001 and *p* = 0.003, respectively), 75 μM (*p* = 0.003 and *p* = 0.002, respectively), 100 μM (*p* ≤ 0.001 and *p* = 0.005, respectively), and 150 μM (*p* = 0.015 and *p* ≤ 0.001, respectively) (Figure 2A,C). In contrast, UB increased the TBHP-induced ROS production at 50 μM (*p* = 0.003), 75 μM (*p* ≤ 0.001), 100 μM (*p* = 0.036), and 150 μM (*p* = 0.024) (Figure 2B), and UD significantly increased this at 25 μM (*p* = 0.002), 75 μM (*p* = 0.049), 100 μM (*p* ≤ 0.001), and 150 μM (*p* ≤ 0.001) (Figure 2D). Therefore, further studies on urolithins focused on UA and UC because of their antioxidant actions in both THP-1 monocytes and macrophages.

Macropinocytosis is increasingly being found to play an important role in atherosclerosis via the intake of lipids and lipoproteins, and can be followed by monitoring the uptake of the Lucifer Yellow (LY) dye [11,12,13]. The effects of different concentrations of PC, EA, UA, and UC on LY uptake by THP-1 macrophages were therefore investigated. LY uptake was attenuated by PC at 50 μM (*p* = 0.021), 75 μM (*p* = 0.004), 100 μM (*p* = 0.002) and 75 μM (*p* = 0.001) with a trend towards reduction at 25 μM (*p* = 0.089), by EA at all concentrations (*p* = 0.028 at 25 μM and *p* ≤ 0.001 at all other concentrations), by UA at 50 μM (*p* = 0.008), 75 μM (*p* = 0.007), 100 μM (*p* ≤ 0.001) and 150 μM (*p* ≤ 0.001) and by UC at 75 μM (*p* = 0.033), 100 μM (*p* ≤ 0.001) and 150 μM (*p* ≤ 0.001) (Figure 3).

The concentration of PC and its metabolites for subsequent experiments was selected based on the outcomes of the assays detailed above: 50 µM PC (lowest concentration when a significant reduction in LY uptake was seen; trend towards reduction at 25 µM) (Figure 3A); 50 µM EA (lowest concentration when a significant decrease in the TBHP-induced ROS production in THP-1 macrophages was seen; not significant at 25 µM) (Figure 1B); 50 µM UA [lowest concentration when a significant reduction in both the TBHP-induced ROS production in THP-1 monocytes (Figure 2A) and LY uptake (Figure 3C) was observed; not significant at 25 µM); and 100 µM UC [lowest concentration when a marked significant inhibition of LY uptake was observed (*p* ≤ 0.001; not significant at 50 µM and *p*-value of only 0.033 at 75 µM) (Figure 3D)].

### 3.2. The Effects of PC and Its Metabolites on ROS Production in Primary Cultures of Human Monocyte-Derived Macrophages and Human Aortic Endothelial Cells

The effects of PC and its metabolites on the TBHP-induced ROS production were currently restricted to THP-1 monocytes/macrophages (Figure 1 and Figure 2). To rule out whether this was peculiar to the use of the cell line and to extend the findings to other key cell types associated with atherosclerosis, the assay was repeated in primary cultures of HMDM and HAEC. In HMDM, the TBHP-induced ROS production was significantly attenuated by PC, EA, UA, and UC (*p* ≤ 0.001 in all cases) (Figure 4A). For HAEC, the TBHP-induced ROS production was significantly reduced by PC (*p* ≤ 0.001), EA (*p* = 0.016), and UC (*p* ≤ 0.001), whereas the decrease by UA was not significant (Figure 4B).

### 3.3. The Effects of PC and Its Metabolites on Chemokine-Induced Monocytic Migration and oxLDL Uptake

The chemokine-driven monocytic migration represents a key early event in the pathogenesis of atherosclerosis and subsequent foam cell formation [1]. The effects of PC and its metabolites on monocytic migration triggered by the key chemokine MCP-1 were therefore investigated. As shown in Figure 5A, the MCP-driven monocyte migration was significantly inhibited by PC, UA, and UC (*p* ≤ 0.001 in all cases), whereas a trend towards reduction was seen with EA (*p* = 0.075) (Figure 5A).

The macrophage uptake of modified LDL is a critical early event in atherogenesis [1] and hence this was investigated in HMDM using Dil-oxLDL. As shown in Figure 5B, the Dil-oxLDL uptake was inhibited significantly when the cells were treated with PC, EA, UA, and UC (*p* ≤ 0.001 for PC, EA, and UC and *p* = 0.018 for UA).

### 3.4. Anti-Inflammatory Actions of PC and Its Metabolites

Cholesterol crystals induce IL-1β secretion in THP-1 macrophages produced by PMA stimulation predominantly via the inflammasome pathway [14]. The effects of PC and its metabolites on IL-1β secretion were therefore analysed. As shown in Figure 6A, the IL-β levels were reduced significantly in the presence of PC and UA (*p* ≤ 0.001 in both cases). In contrast, the IL-1β levels were significantly increased by EA or UC (*p* ≤ 0.001 in both cases).

The cytokine IFN-γ plays a key role in promoting atherosclerosis, in part by inducing the expression of pro-inflammatory genes such as MCP-1 and ICAM-1 in macrophages [14]. The effects of PC and its metabolites on such IFN-γ responses were therefore investigated in THP-1 macrophages. For MCP-1, the IFN-γ-induced expression was significantly attenuated by PC (*p* ≤ 0.001), UA (*p* = 0.037), and UC (*p* ≤ 0.001), whereas EA had no significant effect (Figure 6B). For ICAM-1, the IFN-γ-induced expression was attenuated by PC (*p* ≤ 0.001), UA (*p* = 0.013), and UC (*p* ≤ 0.001), whereas EA had no significant effect (Figure 6C).

To investigate whether the anti-inflammatory actions of PC and its metabolites extended beyond macrophages, their effects on the TNF-α-induced MCP-1 and ICAM-1 expression associated with endothelial cell dysfunction were analysed using HAEC. The TNF-α-induced MCP-1 expression was significantly decreased by PC, EA, UA, and UC (*p* = 0.006 for EA and *p* ≤ 0.001 for the others). For the TNF-α-induced ICAM expression, this was significantly attenuated by PC (*p* ≤ 0.001), UA (*p* = 0.016), and UC (*p* = 0.008), whereas EA had no significant effect (Figure 6E).

The studies detailed above showed that PC, EA, UA, and UC had many anti-atherogenic actions in vitro, thereby warranting further studies in vivo. These were carried out on UA because of the poorly documented bioavailability of PC and EA, and as UA is a final product of PC metabolism [2] with many potent inhibitory actions against pro-atherogenic changes (i.e., inhibition of TBHP-induced ROS production in monocytes and macrophages, chemokine-driven monocytic migration, Dil-oxLDL uptake and macropinocytosis, and pro-inflammatory gene expression in both macrophages and endothelial cells).

### 3.5. UA Decreases Plaque Burden and Inflammation and Produces a Stable Plaque Phenotype

Sections of the aortic root were analysed to determine plaque parameters. UA produced a significant reduction in plaque content (*p* = 0.007), plaque size (*p* = 0.039), and occlusion (*p* = 0.004) without affecting plaque lipid content (Figure 7). UA also produced a significant reduction in the plaque content of macrophages and CD3+ T cells (*p* ≤ 0.001 in both cases) (Figure 8), thereby demonstrating a marked impact in dampening plaque inflammation. In contrast, UA increased plaque α-smooth muscle actin (SMA)+ SMCs and collagen (*p* = 0.005 and *p* = 0.043, respectively) (Figure 9). These changes were associated with a significant increase in the plaque stability index (*p* = 0.002) without any change in plaque necrosis (Figure 9). Overall, these results show that UA attenuates plaque inflammation and produces a stable plaque phenotype. The potential molecular mechanisms underlying such protective changes were investigated further by evaluating other parameters in these animals.

### 3.6. UA Modulates Immune Cell Profile in the Peripheral Blood of LDLr^−/−^ Mice Fed an HFD

There were no significant differences in total weight gain or the weight of either individual white fat depots (i.e., subcutaneous, gonadal, inguinal, and renal) or total white fats between the two groups (Table 1). However, UA supplementation produced a significant increase in the interscapular brown fat (*p* = 0.007) (Table 1). UA also produced significant reductions in the weight of the heart and spleen (*p* = 0.003 and *p* = 0.009, respectively) with no significant changes seen in the weight of the liver and the thymus (Table 1).

UA had no significant effects on the plasma levels of TC, free cholesterol (FC), LDL/VLDL-C, HDL-C, CE, and TG (Table 1). The levels of several SCFA, which are produced by the gut microbiota, in the plasma and the faeces were determined, given their roles in modulating inflammation and atherosclerosis [22]. For the plasma, UA produced a significant increase in the levels of total SCFA (*p* = 0.026), acetic acid (*p* = 0.026), and propionic acid (*p* = 0.024) with no change seen for isobutyric acid (Table 1). Other SCFAs, such as butyric acid, isovaleric acid, and valeric acid, were not detected in the plasma. In the case of the faeces, UA produced a significant increase in total SCFA (*p* = 0.041), acetic acid (*p* = 0.014), and propionic acid (*p* = 0.011), with butyric acid showing a trend towards an increase (*p* = 0.081) (Table 1). No significant changes were seen in isobutyric acid, isovaleric acid, and valeric acid between the two groups (Table 1).

For the peripheral blood lymphoid cells, UA produced a significant reduction in natural killer (NK) cells (*p* = 0.013) without affecting B cells and T cells (CD4+ and CD8+) (Table 1). For myeloid cell populations, UA produced a significant reduction in monocytes (*p* = 0.049), Ly6C^high^ monocytes (*p* = 0.047), Ly6C^low^ monocytes (*p* = 0.015), and granulocytes (*p* = 0.017) (Table 1).

### 3.7. RNA-Seq of the Thoracic Aorta Identifies Key Genes and Pathways That Are Potentially Involved in the Anti-Atherogenic Actions of UA

A volcano plot of DEGs from RNA-seq analysis is shown in Figure 10A. 

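The wall of the thoracic aorta holds SMCs, endothelial cells and fibroblasts, and plaque adds macrophages and T cells. Fat, nerves and lymphatic vessels surround it, and where it leaves the heart it lies beside cardiac muscle. RNA from the whole vessel therefore reports both what its cells express and which cells the dissection took along.

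The RNA came from male LDLr−/− mice, 8 weeks old at the start and fed HFD (21% fat and 0.15% cholesterol) alone or with UA at 50 mg/kg/day for 12 weeks. Each group had 4 mice, and each mouse gave 1 poly(A)-selected, paired-end library. Samples were grouped by their titles, since a treatment field gives the UA diet for all 8. The notes of the submitters name HISAT2, featureCounts and DESeq2 with the GRCm38 genome, without versions. The deposited values are FPKM for 54532 genes. Multiplied by the gene's merged exon length (GENCODE M21), 98.09–98.46% of the values worth 50 reads or fewer came within 0.02 of a whole number of reads. How the authors scaled the FPKM between libraries is not given in the sources used here. The recovered reads numbered 15872609–18586191 per library in HFD (median 17254442) and 15151262–21637695 in HFD+UA (median 19400782). Libraries of the same group differed beyond sampling noise, with a chi-square per gene of 13.9–79.4 between pairs.

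Genes at an FPKM of 0.1 or more in at least 4 of the 8 libraries (19873 genes) were tested with limma on log2(FPKM + 0.1), with Benjamini-Hochberg adjustment over these genes. A log2 fold change is HFD+UA minus HFD on this log2(FPKM + 0.1) scale, which understates the change of low genes. Pathway and cell-type genes were gathered in 58 lists before the data were examined, and 57 had enough tested members for camera from limma. With a preset inter-gene correlation of 0.01, camera called 21 lists, 14 higher and 7 lower. No list was called with the correlation estimated for each list, where the smallest adjusted p from camera in limma was 0.529. The fry test called no list for a shift in one direction and 18 lists for change in either direction. A list score is the mean log2(FPKM + 0.1) of a list's tested members in a library. With 4 libraries per group, the 2-sided exact permutation p of a score cannot be below 0.0286, and the smallest value adjusted over the 57 lists was 0.163 (exact permutation test).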

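Protein-coding transcripts make up most of the poly(A)-selected RNA of a vessel. Long non-coding RNAs are often read at low levels, and some regulate genes near them. Small nucleolar RNAs (snoRNAs) guide the chemical modification of other RNAs and mostly lack a poly(A) tail, so few of their reads are kept.

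At an adjusted p under 0.05 from limma, 3 of 19873 genes differed between HFD+UA and HFD, 1 higher and 2 lower. DESeq2, which the notes of the submitters name, was not run here. On simulated data this limma test called 21 of 65 genes changed 2-fold and 57 of 65 changed 4-fold, so the count can miss true changes. The long non-coding RNA Gm30735 (chromosome 3, 53725477–53733018) fell from 2.50 ± 0.949 to 0.274 ± 0.0719 FPKM (mean ± SD, n = 4 mice). Its log2 fold change was −2.75 (SE 0.28, limma adjusted p = 0.0371), and its recovered reads went from 21–45 to 2–5 per library. The snoRNA Gm22772 (chromosome 11, 77052947–77053067) was read at 1.03, 0.887, 1.29 and 0.508 FPKM in HFD replicates 2, 3, 4 and 7 and was listed at 0 in all 4 HFD+UA libraries (limma adjusted p = 0.0358). The snoRNA Gm24608 (chromosome 3, 90010595–90010730) was listed at 0 in all 4 HFD libraries and read at 1.47, 0.464, 0.795 and 0.755 FPKM in HFD+UA replicates 2, 5, 7 and 8 (limma adjusted p = 0.0371). These snoRNA values stand for 1–4 reads per library.

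In limma, none of 15079 protein-coding genes passed, although 2607 had an unadjusted p under 0.05. Their smallest limma adjusted p was 0.0561, at Atp4b, which encodes a subunit of a proton pump. With voom in limma on the reads recovered from the FPKM, 0 of 16400 genes passed and 2936 had an unadjusted p under 0.05. Over all 19873 genes, 3139 had an unadjusted p under 0.05 in limma (1414 higher and 1725 lower), where 994 would come by chance. In 1986 genes (9.99%) all 4 libraries of 1 group lay beyond all 4 of the other, against 2.86% by chance.

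Among the protein-coding genes that separated the groups with the smallest p, 6 outside Supplementary Table S1 were higher with UA (log2 fold changes of 0.48–0.66): Sept9 of the septin cytoskeleton, the Cdc42 activator gene Dock8, the CDK5 partner gene Cables1, Emc8 of membrane protein insertion, Itprid2 and Slc35g1. Another 5 were lower (−1.09 to −0.86): Cpox of haem synthesis, Rab20 of vesicle traffic, Sipa1l2 of Rap signalling, and Asb4 and Klhdc1 of protein degradation. For these 11 genes the limma adjusted p was 0.129–0.173, and in Klhdc1 HFD+UA replicate 7 stood above the other HFD+UA libraries. Without HFD+UA replicate 7, limma called 253 genes (104 higher and 149 lower), while it called 0 without HFD replicate 2, 3 or 4 or without HFD+UA replicate 2, 5 or 8, and 2 without HFD replicate 7. It also called 0 without the filter and with a pseudocount of 0.5 or 1, and FPKM rescaled to the read totals gave 2 higher and 2 lower genes.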

There were 867 DEGs that showed a significant difference between the two groups (*p*adj. < 0.05) with 541 downregulated and 326 upregulated. Supplementary Table S1 shows a list of the top 20 upregulated and downregulated genes with their proposed functions. These include genes implicated in the control of metabolism, particularly for carbohydrate and lipids [e.g., Acyl-CoA *thioesterase 11* (*Acot11*), *ATP citrate lyase* (*Acly*), *Thyroid hormone responsive protein* (*Thrsp*), *Solute carrier family 25 member 1* (*Slc25a1*), *ELOVL fatty acid elongase* (*Elovl6*), *Phosphogluconate dehydrogenase* (*Pgd*), *MLX interacting protein-like/Carbohydrate responsive element-binding protein* (*Mlxipl/ChREBP*), *1-Acylglycerol 3-phosphate O-acyltransferase 2* (*Agpat2*), *Glycerol 3-phosphate dehydrogenase 1* (*Gpd1*), *Phospholipase A2 group V* (*Pla2g5*), *Neutral cholesterol ester hydrolase 1* (*Nceh1*), *TBC1 domain family member 1* (*Tbc1d1*)]; signal transduction pathways [e.g., Adenylate *cyclase 10* (*Adcy10*), *A disintegrin and metalloproteinase 19* (*Adam19*), *Ras-related glycolysis inhibitor and calcium channel regulator* (*Rrad*), *Kelch-like family member 32* (*Klhl32*), *Dickkopf Wnt signalling pathway inhibitor 3* (*Dkk3*), *Phosphatidylinositol 4-phosphate 5-kinase type 1 beta* (*Pip5k1b*), *Sorbin and SH3 domain containing 2* (*Sorbs2*)]; and regulation of inflammation [e.g., SH3 *domain binding kinase 1* (*Sbk1*), *Adam19*, *Pla2g5*, ADAMTS-like 2 (*Adamtsl2*), *Dkk3*] (Supplementary Table S1). 

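Supplementary Table S1 joins enzymes and transporters that handle sugar and fat with genes of signalling, matrix and muscle structure. Fructose uptake, citrate export and fatty acid elongation are steps on the way from sugar to stored fat. Matrix proteins and desmin-type filaments give the vessel and muscle cells their mechanical properties.

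All 40 genes of the table were tested in limma, and each had the sign the table gives. In each, the 4 libraries of 1 group lay beyond the 4 of the other, which chance gives for 2.86% of genes. The study chose these genes on the same samples, so they are not independent evidence. The 20 higher genes had log2 fold changes of 0.98–2.28. The largest was that of Slc2a5, a fructose transporter gene (7.30 ± 4.17 against 1.26 ± 0.399 FPKM, mean ± SD, n = 4), followed by Atp4b (1.98 ± 0.702 against 0.321 ± 0.0537 FPKM). Ttc25, which encodes a docking protein of cilia, followed at 1.74. The 20 lower genes had log2 fold changes of −2.75 to −1.02. After Gm30735 came Gm31520, an uncharacterised gene (0.561 ± 0.413 against 3.02 ± 0.580 FPKM), and Cilp2, a matrix protein gene (3.81 ± 1.66 against 13.2 ± 6.37 FPKM). Clu, for the chaperone clusterin, was at 132 ± 38.0 against 347 ± 137 FPKM, and Retreg1, for a receptor of ER turnover, at 7.22 ± 1.72 against 16.2 ± 3.03 FPKM.

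Over all genes tested, Gm30735 alone passed in limma, and voom on recovered reads called 0 of the 40. The other 39 had limma adjusted p from 0.0561 to 0.173, and their lowest rank by p was 237. All 40 had an unadjusted p under 0.05, and all 40 passed when adjusted over the list alone. Without HFD+UA replicate 7, 34 of the 40 passed over all genes.

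**Figure D1:**
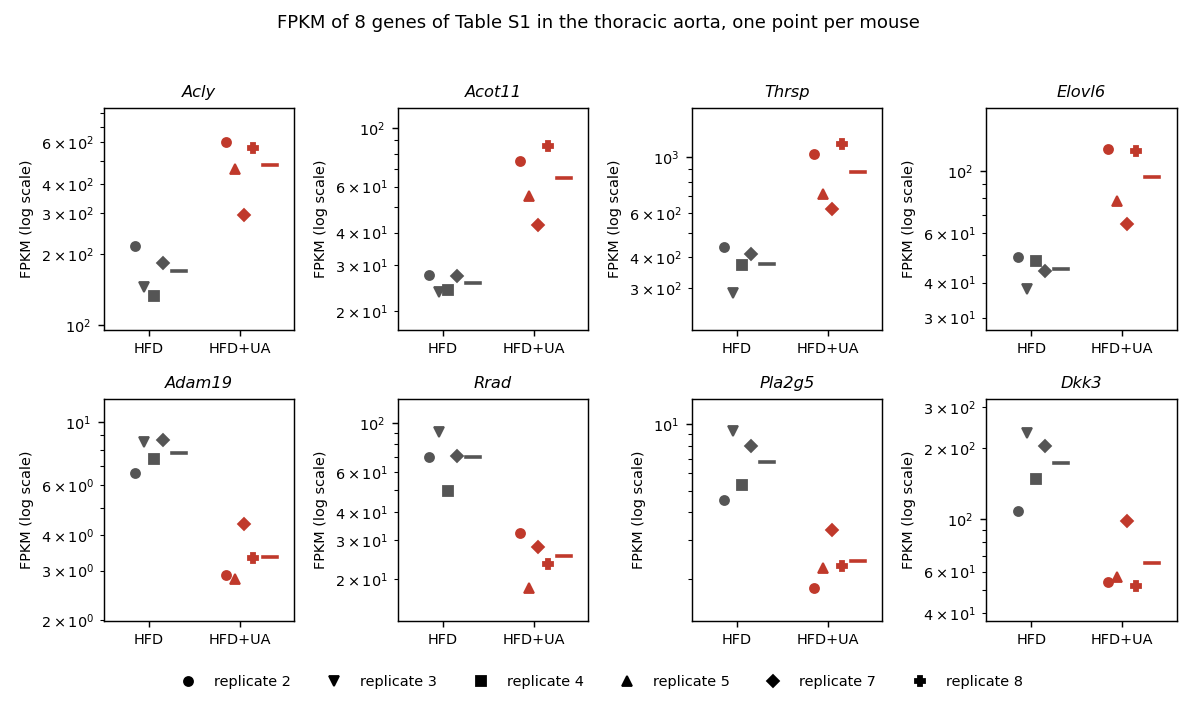
FPKM (log axis) of 8 genes of Supplementary Table S1 in the thoracic aortas of HFD and HFD+UA mice, with 1 point per mouse and a short line at the mean of 4. In each gene all 4 HFD+UA mice sit on 1 side of all 4 HFD mice, and none of the 8 genes had a limma adjusted p under 0.05.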

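ATP citrate lyase turns exported citrate into the acetyl-CoA from which fatty acids and cholesterol are built, and ChREBP switches on such genes when sugar is plentiful. The pentose phosphate route supplies the NADPH that the same synthesis uses. Adam19 encodes a membrane protease that releases growth factors, Rrad a small GTPase that restrains calcium channels, and Dkk3 a secreted protein of the Wnt-antagonist family. All these genes were picked by the study on these samples, and each stood apart between the groups at an unadjusted p under 0.05 in limma without passing over all genes.

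Acly (chromosome 11, 100476353–100528000) was at 481 ± 138 FPKM in HFD+UA and 170 ± 38.1 in HFD (mean ± SD, n = 4), a log2 fold change of 1.48 (SE 0.25, limma adjusted p = 0.173). Acot11, an acyl-CoA thioesterase gene (chromosome 4, 106744555–106804998), was at 64.6 ± 19.3 against 25.7 ± 2.02 FPKM (1.28, SE 0.20). Thrsp, a regulator of lipid synthesis, was at 874 ± 242 against 377 ± 66.4 FPKM, and Slc25a1, the mitochondrial citrate carrier gene, at 216 ± 76.2 against 88.7 ± 17.7 FPKM. The elongase gene Elovl6, Pgd of the pentose phosphate pathway, Mlxipl, Agpat2 and Gpd1 of glycerolipid synthesis were higher by 0.98–1.16. Among the lower metabolic genes, Pla2g5, a secreted phospholipase gene, was at 2.42 ± 0.636 against 6.78 ± 2.23 FPKM, and Tbc1d1, which acts in glucose transporter traffic, at 6.26 ± 2.95 against 19.6 ± 7.69 FPKM. Nceh1, a cholesteryl ester hydrolase gene, was at 6.80 ± 2.91 against 19.3 ± 5.70 FPKM.

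Of the signalling genes, Adam19 (chromosome 11, 46055992–46147343) was at 3.35 ± 0.719 against 7.81 ± 0.965 FPKM, a log2 fold change of −1.21 (SE 0.15, limma adjusted p = 0.0984). Rrad (chromosome 8, 104628070–104631327) was at 25.5 ± 6.04 against 70.5 ± 17.2 FPKM (−1.46, SE 0.22, limma adjusted p = 0.167). Dkk3 was at 65.4 ± 22.1 against 173 ± 55.4 FPKM, and Adcy10, the soluble adenylyl cyclase gene, at 0.992 ± 0.395 against 0.261 ± 0.0522 FPKM. Klhl32, the phosphoinositide kinase gene Pip5k1b and the cytoskeletal adaptor gene Sorbs2 were lower by 1.11–1.37. Of the genes tied to inflammation, the kinase gene Sbk1 was at 36.7 ± 7.84 against 18.0 ± 4.08 FPKM and the matrix gene Adamtsl2 at 0.893 ± 0.255 against 2.50 ± 0.899 FPKM. HFD+UA replicate 7 stood above the other HFD+UA libraries in Dkk3 and Nceh1, and HFD replicate 7 below the other HFD libraries in Adcy10.

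Markers of other cells were read in the same libraries. The brown fat gene Ucp1 was at 2200 ± 553 FPKM in HFD+UA and 1203 ± 206 in HFD, and the cardiac myosin gene Myh6 at 433 ± 315 and 1464 ± 474 FPKM (log2 fold changes of 0.85 and −2.51, the latter −1.35 without HFD+UA replicate 5). Neither passed over all genes (limma adjusted p = 0.173 and 0.286).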

The 30 most significant terms with the number of genes from GO analysis of DEGs on biological processes, cellular components, and molecular functions are shown in Supplementary Figure S3 and include those implicated in the control of heart physiology, circulation, and fatty acid metabolism. 

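Cardiac muscle in the thorax extends from the heart into the sleeves of large veins, close to the aortic root and arch. Cardiomyocytes use contractile and calcium-handling proteins that SMCs of the aorta scarcely make. Brown adipocytes around the thoracic aorta burn fatty acids and also synthesise them, and white adipocytes share much of this program.

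In the cardiomyocyte list, all 21 tested genes were negative, with a median log2 fold change of −2.20. Camera in limma gave this list an adjusted p of 4.22e-11 with the preset correlation, and with the estimated correlation its p was 0.112 (adjusted over the lists, 0.687). No member passed in limma over all genes or when adjusted over the list alone, and 18 had an unadjusted p under 0.05. The list score was 4.03 ± 1.82 in HFD+UA and 6.47 ± 0.588 in HFD (exact permutation p = 0.0286). Actc1, the cardiac actin gene, chosen after its values were seen, was at 756 ± 491 against 2157 ± 681 FPKM. Without HFD+UA replicate 5, which had the lowest score, the list's median was −1.26 and the log2 fold change of Actc1 −1.16 in place of −1.85.

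Of 17 fatty acid synthesis genes, 12 were higher and 0 lower when adjusted over the list alone, and 0 passed over all genes in limma (12 at an unadjusted p under 0.05). Their median log2 fold change was 0.99, with an adjusted p of 4.92e-10 by camera in limma (with the estimated correlation, p = 0.0420 before adjustment, and the call was lost). The study had picked 5 of these genes for Supplementary Table S1. Fasn, for fatty acid synthase, was at 1128 ± 359 against 526 ± 127 FPKM, and Scd1, for a fatty acid desaturase, at 4791 ± 1360 against 2436 ± 768 FPKM. The list score was 6.14 ± 0.295 in HFD+UA and 5.33 ± 0.233 in HFD (exact permutation p = 0.0286). With the brown adipocyte score as a covariate the list's median was 0.43, and with the replicate number as a block 0.64.

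Of 10 brown adipocyte markers, 5 were higher (Ucp1, Prdm16, Cidea, Elovl3 and Otop1) and 1 lower (Ppargc1a) when adjusted over the list alone, and 0 passed over all genes in limma (5 higher and 1 lower at an unadjusted p under 0.05). Cidea, Elovl3, Otop1 and Ppargc1a were named after their values were seen. The list's median was 0.56, with an adjusted p of 0.00879 by camera in limma (with the estimated correlation, p = 0.162). Among 11 markers of adipocytes of all kinds the median was 0.38, with an adjusted p of 0.0135 by camera in limma (with the estimated correlation, p = 0.322), and the call was lost without HFD replicate 3 (median 0.20) and with the brown adipocyte score as a covariate (−0.15). The brown adipocyte call was lost with the replicate number as a block (0.42).

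Contractile SMC genes had a median of 0.46 over 14 genes, with an adjusted p of 0.0155 by camera in limma (with the estimated correlation, p = 0.373). Acta2 was at 1101 ± 377 against 715 ± 97.4 FPKM (log2 fold change of 0.58, or 0.36 without HFD+UA replicate 5) and Myh11 at 151 ± 43.8 against 99.7 ± 14.2 FPKM, while Des was the 1 member lower when adjusted over the list alone (77.3 ± 18.6 against 166 ± 45.6 FPKM). This call was lost without HFD+UA replicate 5 (median 0.21), with the cardiomyocyte score as a covariate (−0.05) and with the replicate number as a block (0.14). The endothelial list was not called (median −0.08, adjusted p of 0.188 by camera in limma), but it was called lower without HFD+UA replicate 8 (median −0.09), with Vwf at 9.84 ± 2.15 against 17.1 ± 3.17 FPKM and Eng lower by 0.73.

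**Figure D2:**
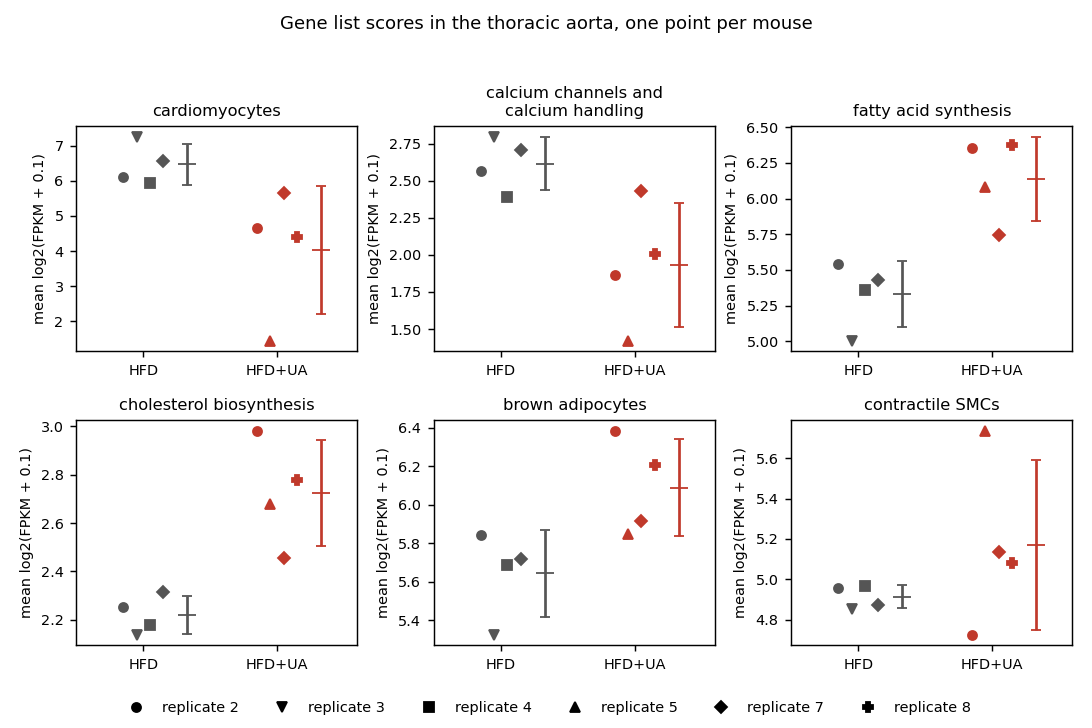
Mean log2(FPKM + 0.1) of 6 gene lists in the thoracic aortas of HFD and HFD+UA mice, with 1 point per mouse, the marker shape giving the replicate number and bars the mean ± SD of 4. The cardiomyocyte score is lower and the fatty acid synthesis score higher in all 4 HFD+UA mice than in all 4 HFD mice.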

Further analysis of canonical pathways was carried out by IPA to identify the significant pathways influenced by UA (Figure 10B) and those that are potentially implicated in the pathogenesis of atherosclerosis, which may explain, at least in part, the data obtained in this study (Figure 10C and Supplementary Table S2). 

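Cells make cholesterol from acetyl-CoA through the mevalonate route, whose genes the SREBP transcription factors switch on. Fatty acid synthesis shares both the acetyl-CoA and the NADPH of this route. Phosphatidylglycerol is a phospholipid precursor of cardiolipin in the mitochondrial membrane.

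Of 21 cholesterol biosynthesis genes fixed without reference to these values, 17 were higher and 1 lower when adjusted over the list alone, and 0 passed over all genes in limma (17 higher and 1 lower at an unadjusted p under 0.05). Their median log2 fold change was 0.62, with an adjusted p of 6.63e-08 by camera in limma (with the estimated correlation, p = 0.0345 before adjustment, and the call was lost). Lss, for lanosterol synthase, was at 3.19 ± 0.597 against 1.64 ± 0.284 FPKM and Idi1, for an isoprenoid isomerase, at 5.75 ± 1.10 against 3.32 ± 0.400 FPKM (mean ± SD, n = 4). Hmgcr, for the rate-limiting reductase, had a log2 fold change of −0.09, and the lower member was Hsd17b7 (−0.63), named after its values were seen. The list score was 2.72 ± 0.219 in HFD+UA and 2.22 ± 0.0787 in HFD (exact permutation p = 0.0286). With the brown adipocyte score as a covariate the median was 0.31.

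All 9 pentose phosphate genes were positive, with a median of 0.45 and an adjusted p of 1.58e-06 by camera in limma (with the estimated correlation, p = 0.0557). Adjusted over the list alone 7 were higher, and 0 passed over all genes in limma (7 at an unadjusted p under 0.05). The median was 0.23 with the brown adipocyte score as a covariate (adjusted p of 0.0287 by camera in limma). Tkt, for transketolase, was at 257 ± 82.0 against 115 ± 26.6 FPKM. The SREBP regulation list was not called (adjusted p of 0.203 by camera in limma), with Insig1 at 0.88, Srebf1 at 0.54 (0.33 without HFD+UA replicate 8) and Srebf2 at 0.06.

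Supplementary Table S2 lists 112 distinct genes, of which 111 were tested. Over all genes tested 0 passed in limma (29 higher and 54 lower at an unadjusted p under 0.05), and voom on recovered reads called 0. Adjusted over the list alone 29 were higher and 52 lower, which is not independent evidence because the study drew these pathways from the same samples. Among the 7 genes listed for phosphatidylglycerol biosynthesis, 6 were higher and Cds2, for a CDP-diacylglycerol synthase, was lower (25.6 ± 3.43 against 35.8 ± 3.29 FPKM) when adjusted over the list alone. From the pathways that IPA drew from its DEGs (Figure 10B), the paper picks those with a potential part in atherosclerosis (Figure 10C). It proposes that these may account for some of its data.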

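Calcium entry and release drive contraction in muscle cells and, through calcineurin, the movement of NFAT proteins into the nucleus. Adrenergic receptors act through G proteins on cAMP and calcium, Rho GTPases shape the cytoskeleton, and the ERK cascade carries growth factor signals. IL-15 is a cytokine that maintains NK cells and memory T cells and signals through STAT proteins. IPA draws these pathways with many shared genes, so a gene can count in several of them.

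The study drew the pathways of Supplementary Table S2 from these samples, so counts of their genes adjusted over the list alone are not independent evidence, and 0 passed over all genes in limma. Of 22 calcium signalling genes, 14 were lower and 3 higher (Cav1, Cav2 and Itpr1) when adjusted over the list alone. The corresponding counts were 13 lower and 5 higher of 26 for NFAT in cardiac hypertrophy, and 16 lower and 5 higher of 29 for cardiac hypertrophy signalling. The 5 higher genes of both were Adcy10, Cav1, Cav2, Itpr1 and Nfatc3. For α-adrenergic signalling, 6 of 12 were lower and 4 higher (Adcy10, the glycogen synthase gene Gys2, and the G-protein genes Gna13 and Gng12). For Rho family GTPases, 7 of 18 were lower and 3 higher (Gna13, Gng12 and the Cdc42 effector gene Cdc42ep4), for ERK/MAPK signalling 8 of 11 were lower and 1 higher (the integrin gene Itga8), and for IL-15 signalling all 4 were lower. Cav1, Itpr1, Gna13, Gng12 and Itga8 were named after their values were seen. At an unadjusted p under 0.05, the counts of lower genes were 15, 14, 17, 6, 7, 8 and 4 in the order given.

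Among the lower genes, Ednra, for an endothelin receptor, was at 4.57 ± 1.62 FPKM in HFD+UA and 9.35 ± 1.67 in HFD (mean ± SD, n = 4). Slc8a1, for the sodium–calcium exchanger of cardiac muscle, was at 11.2 ± 6.16 against 35.0 ± 12.8 FPKM, and Creb3l2, for a transcription factor, at 14.1 ± 2.24 against 24.5 ± 5.52 FPKM. Il15 was at 2.79 ± 0.814 against 4.81 ± 0.867 FPKM, and Stat3, the adaptor gene Grb2 and Stat5b (named after its values were seen) were lower by 0.50, 0.42 and 0.48. All 21 cardiomyocyte markers, none of which is in Supplementary Table S2, were negative in the same libraries, and 0 of them passed over all genes in limma (18 at an unadjusted p under 0.05).

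The Rho GTPase, ERK output and IL-15 lists that follow were fixed without reference to these values. Of 18 Rho GTPase and effector genes, of which 8 are also in Supplementary Table S2, 14 were positive (median 0.06, adjusted p of 0.343 by camera in limma). Cdc42ep4 was higher and Cfl2, for an actin-severing protein, lower when adjusted over the list alone, and both are also in Supplementary Table S2. The 15 ERK output genes had a median of 0.03 and a mean of −0.09 (adjusted p of 0.585 by camera in limma), with Etv5, a target of the cascade, at 2.26 ± 0.489 against 3.49 ± 0.529 FPKM. With the brown adipocyte score as a covariate this list was called higher (median 0.18). Of 10 IL-15 signalling genes, 4 were lower when adjusted over the list alone (1 higher and 5 lower at an unadjusted p under 0.05). These are Il15, Stat3, Grb2 and Stat5b, the same 4 that are in Supplementary Table S2, so they are not independent evidence. The median of the list was −0.09, with an adjusted p of 0.0386 by camera in limma. With the estimated correlation its p was 0.0848, and the call was lost without HFD replicate 2 or 4 or HFD+UA replicate 5 or 7 (medians −0.15, −0.11, −0.13 and −0.12). It was also lost with the stricter filter (−0.18), the cardiomyocyte covariate (−0.12), the replicate block (−0.04), voom on recovered reads (−0.10) and sample weights (−0.12), while its median without HFD replicate 7 or HFD+UA replicate 2 was −0.20 and −0.25.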

UA regulated several pathways, including inhibition of potentially pro-atherogenic calcium signalling, the role of nuclear factor of activated T cells (NFAT) in cardiac hypertrophy, α-adrenergic signalling, signalling by Rho family GTPases, cardiac hypertrophy signalling, extracellular signal-regulated kinase (ERK)/mitogen-activated protein kinase (MAPK) signalling, and IL-15 signalling (Figure 10C).

Additional analyses of the RNA-seq data were carried out to further delineate pathway-function relationships. 

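MCP-1, encoded by Ccl2, draws monocytes into the arterial wall through their receptor CCR2. Endothelial adhesion molecules such as ICAM-1 and VCAM-1 hold these cells before they cross the endothelium. In plaque the monocytes become macrophages, which keep markers such as CD68.

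Ccl2 was at 2.77 ± 0.848 FPKM in HFD+UA and 3.37 ± 0.760 in HFD (mean ± SD, n = 4), a log2 fold change of −0.28 (SE 0.23, limma adjusted p = 0.630). Ccr2 had a log2 fold change of −0.07. Ccl12, a paralog of Ccl2 whose reads were not told apart from those of Ccl2 by sequence here, was at 1.42 ± 0.612 against 3.18 ± 0.893 FPKM, and Cxcl16, for a membrane-bound chemokine, at 3.44 ± 0.882 against 5.52 ± 1.92 FPKM. Of 19 genes of MCP-1 and other chemokines, 12 were negative, and 0 passed in limma over all genes or when adjusted over the list alone (3 lower at an unadjusted p under 0.05). The list was not called (median −0.15, adjusted p of 0.242 by camera in limma), but it was called without HFD+UA replicate 2, with a median of −0.30.

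Of 9 endothelial adhesion genes, Icam1 (5.45 ± 0.657 against 7.46 ± 1.01 FPKM) and the junction gene Jam2 (15.9 ± 2.36 against 21.4 ± 2.37 FPKM) were lower when adjusted over the list alone, and 0 passed over all genes in limma (2 at an unadjusted p under 0.05). Vcam1 had a log2 fold change of −0.33, and the list was not called (adjusted p of 0.343 by camera in limma). Macrophage markers had a median of −0.42, and 13 of 15 were negative (adjusted p of 0.00219 by camera in limma, and p = 0.176 with the estimated correlation). Fcgr1, for an Fc receptor, was lower by 0.68, the scavenger receptor gene Cd163 by 0.63 and Cd68 by 0.03. None of the 15 passed in limma over all genes or when adjusted over the list alone (6 lower at an unadjusted p under 0.05), and the call was lost with the brown adipocyte score as a covariate (median −0.34) and with the replicate number as a block (median 0.00460). With the cardiomyocyte score as a covariate the median was −0.25. Of 10 foamy macrophage genes 8 were positive (median 0.31), and that list was not called (adjusted p of 0.336 by camera in limma). It was called higher without HFD replicate 3 (0.42), with the replicate number as a block (0.37) and with the brown adipocyte score as a covariate (0.92).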

In relation to signalling pathways associated with atherosclerosis, consistent with the anti-inflammatory actions of UA in vitro and in vivo, inhibition of the MCP-1 pathway, a critical axis of inflammation, was predicted. On the other hand, activation was predicted for the peroxisome proliferator-activated receptor α (PPARα)/retinoid X receptor α (RXRα) pathway, suggesting a role in lipid metabolism and energy homeostasis, and the antioxidant action of the Vitamin C pathway, pointing towards an enhancement in cellular antioxidative defences. 

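PPARα pairs with RXRα and switches on genes that carry fatty acids into mitochondria and oxidise them. These genes are abundant in brown fat and in cardiac muscle. Vitamin C is taken up by dedicated transporters and is regenerated by enzymes that use glutathione or cytochrome b5 reductase.

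Ppara was at 19.1 ± 4.02 FPKM in HFD+UA and 20.8 ± 8.83 in HFD (mean ± SD, n = 4), a log2 fold change of −0.04 (limma adjusted p = 0.976), with HFD+UA replicate 7 above the other HFD+UA libraries. Rxra was at 22.4 ± 0.753 against 20.5 ± 1.03 FPKM (0.13, limma adjusted p = 0.418). Of 28 fatty acid oxidation genes and PPARα targets, 21 were positive, with a median of 0.30. This list had an adjusted p of 0.00879 by camera in limma, and with the estimated correlation its p was 0.346. None of its genes passed in limma over all genes or when adjusted over the list alone (8 higher and 1 lower at an unadjusted p under 0.05). Cpt1a, for the enzyme that commits fatty acids to mitochondrial oxidation, was the lower member, at 13.5 ± 1.57 against 16.6 ± 1.99 FPKM. The call was lost without HFD replicate 3 (median 0.19) and without HFD+UA replicate 2 (median 0.23), and with the brown adipocyte score as a covariate the median turned to −0.12.

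The 8 genes of vitamin C transport and recycling were not called (median 0.11, adjusted p of 0.713 by camera in limma). None passed in limma over all genes or when adjusted over the list alone (1 at an unadjusted p under 0.05). Cyb5r3, for cytochrome b5 reductase, was at 45.8 ± 6.92 against 37.3 ± 1.19 FPKM, and Gsto2, for a dehydroascorbate reductase, at 2.26 ± 0.642 against 1.44 ± 0.510 FPKM (log2 fold change of 0.64, or 0.40 without HFD replicate 3).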

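Glycolysis breaks glucose down to pyruvate, and its enzymes come in forms favoured by muscle, fat or other cells. Fat cells join fatty acids to glycerol to store them as triacylglycerol and release them again by lipolysis. Genes for both directions are therefore read together wherever fat surrounds the vessel.

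Of 18 glycolysis genes, 5 were higher (Eno1, Pfkl, Pfkp, Pgam1 and Ldha) and 2 lower (Pfkm and Hk1) when adjusted over the list alone, and 0 passed over all genes in limma (5 higher and 4 lower at an unadjusted p under 0.05). Eno1, for an enolase, was at 361 ± 121 FPKM in HFD+UA and 171 ± 30.5 in HFD (mean ± SD, n = 4), with reads that cannot be assigned with certainty between it and Eno1b. Pfkm, the muscle phosphofructokinase gene, was at 45.5 ± 19.4 against 98.4 ± 27.5 FPKM, and Pfkl, its liver-type counterpart, at 83.2 ± 26.8 against 48.9 ± 3.41 FPKM. Pfkl, Pgam1, Ldha, Pfkm and Hk1 were named after their values were seen. The list was not called (adjusted p of 0.203 by camera in limma), and its median of 0.33 and mean of −0.01 had opposite signs, but it was called higher with the cardiomyocyte score as a covariate (median 0.43).

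Of 14 triacylglycerol synthesis genes, 2 were higher (Gpd1 and Agpat2, both from Supplementary Table S1) when adjusted over the list alone, and 0 passed over all genes in limma (5 at an unadjusted p under 0.05). Their median was 0.20, with an adjusted p of 0.00491 by camera in limma (with the estimated correlation, p = 0.183). The 10 genes of lipolysis and lipid droplets had a median of 0.42 and an adjusted p of 0.00879 by camera in limma (with the estimated correlation, p = 0.169). None of them passed in limma over all genes or when adjusted over the list alone (3 at an unadjusted p under 0.05). Lipe, for hormone-sensitive lipase, was at 130 ± 30.1 against 82.3 ± 23.9 FPKM. With the brown adipocyte score as a covariate both calls were lost, with medians of 0.01 for triacylglycerol synthesis and −0.05 for lipolysis. Fabp4, an abundant fat cell gene named after its values were seen, was at 1036 ± 238 against 713 ± 182 FPKM (log2 fold change of 0.55, or 0.34 without HFD replicate 3).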

Further analyses of the regulation of biological functions by IPA also indicated inhibition of cardiovascular disease, particularly myocardial infarction, lipid and carbohydrate metabolism, and nutritional disease (Supplementary Figure S4).

## 4. Discussion

Despite the many beneficial effects associated with pomegranates and their polyphenol PC, the underlying molecular mechanisms remain poorly understood. It is now believed that the protective actions of PC are mediated via urolithins, metabolites produced by the gut microbiota [2]. However, to our knowledge, no studies have so far carried out a comparison of the effects of PC, EA, and different urolithins on key atherosclerosis-associated processes in vitro. This formed the initial focus of this study, where we demonstrate the beneficial effects of PC and its metabolites on several pro-atherogenic processes in monocytes, macrophages, and endothelial cells, though some agent-specific effects were seen (Figure 1, Figure 2, Figure 3, Figure 4, Figure 5 and Figure 6). UA had a pronounced effect, inhibiting several pro-atherogenic processes such as macropinocytosis, ROS production, MCP-1-induced monocytic migration, oxLDL uptake, and pro-inflammatory gene expression (Figure 1, Figure 2, Figure 3, Figure 4, Figure 5 and Figure 6). The actions of UA were therefore also analysed in vivo, where attenuation of plaque burden with a more stable phenotype, improvement of immune cell profile in the peripheral blood, and the production of beneficial SCFA were seen (Figure 7, Figure 8 and Figure 9, Table 1). In addition, RNA-seq of the thoracic aorta identified key genes and pathways for the protective actions of UA that included beneficial effects against oxidative stress, inflammation, and metabolism (Figure 10, Supplementary Tables S1 and S2, and Supplementary Figures S3 and S4). Taken together, these studies provide novel insights into the athero-protective actions of UA together with the potential underlying mechanisms.

The production of ROS is important for the oxidation of LDL [1], and PC, EA, UA, and UC produced a significant reduction in the TBHP-induced cellular ROS production with significant pro-oxidation actions with UB and UD (Figure 1 and Figure 2). The antioxidant and pro-oxidant properties of PC and its metabolites are attributed to the hydroxyl group as well as the lipophilicity of the metabolite, but also depend on the assay system and conditions [23,24]. The pathways responsible for the modulation of ROS production by PC and its metabolites are not fully understood. However, PC protected against doxorubicin-induced cardiotoxicity by suppressing ROS generation and activating the nuclear factor erythroid 2-related factor (Nrf2) signalling pathway, which protects against oxidative stress and induces the expression of antioxidant and phase II detoxification enzymes [25]. The chemokine MCP-1 plays a critical role in the recruitment of monocytes that then differentiate into macrophages and transform into foam cells [1]. PC and its metabolites (EA, UA, and UC) decreased the MCP-1-driven monocytic migration (Figure 5A). PC has been previously demonstrated to decrease the MCP-1-induced monocytic migration [26]. The macrophage uptake of LDL/modified LDL is regulated by several processes, including macropinocytosis and receptor-mediated endocytosis [1]. To our knowledge, this is the first study that has investigated the effects of PC and its metabolites on macrophage macropinocytosis activity, where an inhibition was seen (Figure 3). Indeed, inhibition of macropinocytosis reduced atherosclerotic lesion development in mice lacking LDLr^−/−^ and ApoE^−/−^ [27]. Finally, the uptake of Dil-oxLDL, which is predominantly mediated via receptor-mediated endocytosis, was markedly inhibited by PC and its metabolites (Figure 5B). Previous studies have shown that PC, EA, UA, and UB attenuate cholesterol uptake by macrophages [3,7,28].

IL-1β is a key pro-atherogenic cytokine that is secreted following the activation of the inflammasome pathway [1,14]. PC and UA significantly inhibited IL-1β secretion in the THP-1 model system, whereas EA and UC significantly increased this (Figure 6A). PC has been shown previously to inhibit the release of IL-1β in macrophages [29]. In addition to the secretion of IL-1β, PC, UA, and UC decrease the expression of MCP-1 and ICAM-1 induced by the pro-atherogenic cytokine IFN-γ (Figure 6B,C). Again, PC has been shown to inhibit the IFN-γ-induced expression of MCP-1 and ICAM-1 in THP-1 macrophages [26]. This finding may be linked to the antioxidant property of PC and its metabolites (UA and UC) (Figure 1 and Figure 2). Indeed, ROS production has been associated with increased production of pro-inflammatory cytokines and factors, including activation of inflammasome pathways [30]. TNF-α is a critical regulator of endothelial cell dysfunction [1]. PC and its metabolites inhibited the expression of MCP-1 and ICAM-1 in HAECs treated with this cytokine (Figure 6D,E). This finding correlates with a previous study that showed PC inhibition of TNF-α-induced MCP-1 and ICAM-1 expression in human umbilical vein endothelial cells (HUVECs) [31]. Overall, these results underscore the potent anti-inflammatory action of PC and some of its metabolites.

Analysis of fat depots showed that UA supplementation significantly increased the content of the brown adipose tissue (BAT) (Table 1). This is consistent with previously noted beneficial metabolic effects of UA, together with stimulation of mitochondrial biogenesis in brown adipocytes in vitro [32]. Increased BAT activity has many protective actions. For example, BAT actively consumes glucose and lipids to produce heat, thereby reducing the levels of circulating lipids and glucose [33]. In addition, the thermogenic activity of BAT is associated with anti-inflammatory effects [34].

UA supplementation had no significant effects on plasma levels of TC, VLDL/LDL-C, TG, or HDL-C (Table 1), which may correlate with no changes seen in plaque lipid content (Figure 7E). Indeed, UA produced no significant changes in plasma TC and TG levels in HFD-fed DBA2J mice [35] or in HDL-C levels in HFD-fed rats [36]. There are many other published studies that also show plaque attenuation that is independent of any changes in plasma lipid/lipoprotein profiles or even when the plasma cholesterol levels are increased [37,38,39,40]. For example, deficiency of *interleukin-18* or *hepatic lipase* attenuates atherosclerosis despite an increase in plasma cholesterol levels [39,40]. Multiple mechanisms have been proposed in such studies, including antioxidant actions, suppression of vascular inflammation, and increased plaque stability via modulation of SMC biology [37,38,39,40]. Interestingly, many such changes were produced by UA in the current study. Thus, UA attenuated the TBHP-induced ROS production in human monocytes and macrophages (Figure 1, Figure 2 and Figure 4), inhibited pro-inflammatory gene expression in human macrophages and endothelial cells (Figure 6), and increased markers of plaque stability, including levels of SMCs (Figure 9).

SCFAs are primarily produced by the microbial fermentation of dietary fibres in the gut and play crucial roles in maintaining gut health, modulating immune responses, and providing energy to the host [41]. UA is also a metabolite derived from PC and EA, and its production is dependent on gut microbial metabolism; similarly, UA can influence the composition and function of the gut microbiota [2]. The concentrations of total SCFAs, acetic acid, and propionic acid in both the plasma and the faeces were increased by UA supplementation with butyric acid, showing a trend towards an increase in the faeces (Table 1). Overall, these results suggest that UA supplementation potentially modulates the gut microbiota to promote the fermentation of dietary fibres, thereby leading to increased SCFAs production. However, this needs to be confirmed via an in-depth analysis of the gut microbiota. The increased production of SCFAs has potential health benefits, as they have been shown to exert beneficial effects on metabolic health, including improved glucose homeostasis and insulin sensitivity, together with reduced atherosclerotic lesion development [22,42].

Analysis of the peripheral blood showed that UA supplementation produced a significant attenuation in the levels of NK cells together with monocytes (both Ly6C^high^ and Ly6C^low^) and granulocytes (Table 1). These findings are consistent with the anti-inflammatory properties of UA, as NK cells, monocytes, particularly the Ly6C^high^ subtype, and granulocytes, specifically neutrophils, all promote atherosclerosis by producing pro-inflammatory factors [43]. Reduction in these cells has also been associated with improved plaque stability [44,45]. The anti-inflammatory actions of UA were also seen at the level of aortic root atherosclerotic plaques, where there were reductions in plaque size together with the content of macrophages and CD3+ T cells (Figure 7 and Figure 8). Macrophages and CD3+ T cells produce a range of pro-inflammatory factors that cause plaque destabilisation via increased apoptosis of SMCs and degradation of fibrous cap proteins [43,44,45,46]. Indeed, UA caused plaque stabilisation by increasing the content of SMCs and collagen (Figure 9). One such pro-inflammatory factor is the cytokine IFN-γ, whose actions were attenuated by UA in vitro (Figure 6B,C). Indeed, IFN-γ plays a critical role in the differentiation of monocytes into macrophages and promotes apoptosis of SMCs and expression/activities of matrix metalloproteinases [1,47]. Thus, previous studies on ApoE^−/−^ mice showed that deficiency of IFN-γ led to decreased levels of macrophages and increased collagen content in the plaques [1,47]. Conversely, the opposite effects were seen following administration of exogenous IFN-γ, which produced adverse effects [1,47].

The low bioavailability of PC and EA is well established, and only a limited number of studies have examined this in relation to urolithins [2,48,49,50]. Nevertheless, the available evidence indicates that the bioavailability of urolithins is highly variable and depends strongly on the composition of the gut microbiota, the specific metabolite, its concentration, and the dietary source of ET [2,48,49,50]. Following absorption, urolithins undergo extensive hepatic metabolism to form glucuronide and sulphate conjugates, which predominate in the circulation and may exhibit biological activities distinct from those of the free compounds [48,49,50]. Typically, total plasma concentrations of urolithins range from approximately 0.024 to 35 μM, with urinary levels reaching up to 50 μM [48,49,50]. These factors complicate efforts to directly interpret the physiological relevance of in vitro concentrations or in vivo doses used in experimental studies. It should also be noted that in vitro studies often utilise a single cell type, and observed effects may not fully translate to the more complex in vivo environment where multiple cell types and mediators interact. Despite these potential limitations, the concentrations used in our study are consistent with those employed in the published literature. For example, an early study demonstrating that UA prolongs the lifespan in *C. elegans* and enhances muscle function in rodents used concentrations of up to 50 μM in worms and C2C12 myoblasts, and 50 mg/kg/day in mice [17]. Significant effects were also reported at 50 μM in a previous in vitro study on atherosclerosis [5]. The 50 mg/kg/day dose in mice has been widely employed in subsequent studies [17,18,19,20], including those examining improvements in muscle function that were first observed in humans [17,19]. Human clinical trials commonly administer 1000 mg/day for periods ranging from 28 days to four months [51,52].

RNA-seq of the thoracic aorta revealed several canonical pathways that play important roles in the control of inflammation and key processes associated with ASCVD (Figure 10, Supplementary Figures S3 and S4, Supplementary Tables S1 and S2). Future studies should seek to confirm the regulation of these pathways by biochemical assays and their roles by genetic (e.g., knockdown, knockout, or overexpression) or pharmacological (e.g., inhibitors or agonists) approaches. The cardiac β-adrenergic signalling pathway was predicted to be inhibited by UA (Supplementary Table S2), and attenuation of this pathway by β-blockers confers multiple cardiovascular benefits: reduced cardiac workload; lowered blood pressure; dampened inflammation and oxidative stress; and improved endothelial function [53]. 

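In cardiac muscle, β-adrenergic receptors raise cAMP, and protein kinase A then acts on the ryanodine receptor, phospholamban and the contractile proteins. Anchoring proteins such as mAKAP, encoded by Akap6, hold the kinase beside the ryanodine receptor. Arterial SMCs carry the same receptors at lower levels.

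Of the 11 genes that Supplementary Table S2 lists for cardiac β-adrenergic signalling, 7 were lower and 2 higher (Adcy10 and Itpr1) when adjusted over the list alone, with a median log2 fold change of −0.87. The study drew this pathway from these samples, so this is not independent evidence, and 0 passed over all genes in limma (2 higher and 7 lower at an unadjusted p under 0.05). Ryr2, for the cardiac ryanodine receptor, was at 10.5 ± 7.69 FPKM in HFD+UA and 32.4 ± 9.89 in HFD (mean ± SD, n = 4). Its log2 fold change was −1.98 (SE 0.64, limma adjusted p = 0.208), or −1.31 without HFD+UA replicate 5.

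The list of 26 adrenergic receptor and cAMP genes fixed without reference to these values, of which 4 are also in Supplementary Table S2, was not called (median −0.02, adjusted p of 0.585 by camera in limma). When adjusted over the list alone Akap6, which is also in Supplementary Table S2, was its 1 lower gene (3.11 ± 1.62 against 9.52 ± 2.32 FPKM). Over all genes 0 passed in limma (2 higher and 6 lower at an unadjusted p under 0.05). Prkar1a, for a regulatory subunit of protein kinase A, was at 73.3 ± 2.87 against 91.6 ± 8.63 FPKM. In the same libraries the atrial myosin gene Myl7, a cardiomyocyte marker named after its values were seen, was at 908 ± 658 against 2685 ± 763 FPKM (log2 fold change of −2.25, limma adjusted p = 0.295, or −1.195 without HFD+UA replicate 5).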

Calcification is associated with advanced, unstable plaques [54] and, consistent with its plaque-stabilising actions, UA was predicted to inhibit calcium signalling pathways. In addition, calcium signalling pathways have been implicated in SMC proliferation and phenotypic switch to a calcification-prone phenotype, endothelial dysfunction, and inflammatory processes within atherosclerotic plaques [55]. In addition, imbalances in calcium homeostasis can adversely affect mitochondrial dynamics, thereby promoting oxidative stress and inflammation [56]. 

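Calcium handling rests on channels of the cell surface, release channels and pumps of the sarcoplasmic reticulum, and exchangers that clear calcium again. Many of these proteins have forms typical of cardiac muscle, while store-operated entry through STIM1 and release through IP3 receptors are prominent in SMCs. Calcification of plaque is a different process, in which SMCs take on features of bone and cartilage cells.

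Of 36 tested genes of calcium channels and calcium handling, 18 were lower and 3 higher (Stim1, Itpr1 and Camk2b) when adjusted over the list alone, and 0 passed over all genes in limma (3 higher and 21 lower at an unadjusted p under 0.05). The 3 higher genes were named after their values were seen, and 14 of the list's 37 genes are also in Supplementary Table S2. Stim1 was at 10.5 ± 0.408 FPKM in HFD+UA and 8.41 ± 1.04 in HFD (mean ± SD, n = 4). Pln, for phospholamban, was at 31.6 ± 21.8 against 83.2 ± 30.5 FPKM (log2 fold change of −1.93, or −0.99 without HFD+UA replicate 5). The median of the list was −0.51, with an adjusted p of 5.59e-05 by camera in limma (with the estimated correlation, p = 0.112). The list score was 1.93 ± 0.419 in HFD+UA and 2.61 ± 0.178 in HFD (exact permutation p = 0.0571). With the cardiomyocyte score as a covariate the median was −0.17 and the list was not called, and with the brown adipocyte score it was −0.27. Both scores separate the groups, so as covariates they can take up part of any group difference.

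The 13 osteochondrogenic genes were not called (median 0.05, adjusted p of 0.727 by camera in limma), and 0 had an unadjusted p under 0.05. Comp, for a cartilage matrix protein, was at 9.86 ± 4.24 against 13.8 ± 5.43 FPKM. This list was called higher without HFD+UA replicate 2, with a median of 0.42, and with the brown adipocyte score as a covariate, with a median of 0.89.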

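Calcineurin removes phosphate from NFAT proteins when calcium rises, and NFAT then enters the nucleus and switches on genes. In macrophages and T cells NFAT proteins drive cytokine genes. RCAN proteins restrain calcineurin.

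In a list of 10 calcineurin and NFAT genes fixed without reference to these values, of which 4 are also in Supplementary Table S2, 7 genes were negative and the median log2 fold change was −0.12. The list was not called (adjusted p of 0.208 by camera in limma). Rcan2, for an inhibitor of calcineurin, was the 1 gene lower when adjusted over the list alone, at 30.5 ± 7.25 FPKM in HFD+UA and 52.6 ± 11.7 in HFD (mean ± SD, n = 4). Nfatc3 was at 5.62 ± 0.147 against 4.69 ± 0.381 FPKM, a log2 fold change of 0.26 (limma adjusted p = 0.201). None of the 10 passed over all genes in limma (1 higher and 1 lower at an unadjusted p under 0.05).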

The NFAT pathway, which has been implicated in the progression of cardiac hypertrophy, together with foam cell formation, inflammation, and vascular calcification [57,58], was also predicted to be inhibited by UA.

Several other key pathways driving inflammation and atherosclerosis were also predicted to be regulated by UA. Thus, the MCP-1 pathway, which orchestrates the recruitment and infiltration of monocytes to the endothelial layer [1,47], was inhibited and is consistent with the UA-mediated attenuation of chemokine-driven monocytic migration in vitro (Figure 5A). On the other hand, the PPAR/RXR pathway was activated by UA. This pathway plays a pivotal role in the regulation of lipid metabolism, including increased fatty acid β-oxidation and improved HDL function, together with inhibition of inflammation [59,60]. Indeed, pomegranate flower extracts improved cardiac lipid metabolism in diabetic rats by activating PPAR, lowering circulating lipids, and inhibiting cardiac lipid uptake [61]. PPARα also plays a role in glucose metabolism, so its activation may help in maintaining glucose homeostasis, which is often disrupted in metabolic disorders like diabetes and obesity, commonly associated with atherosclerosis [62]. UA also activates the antioxidant action of Vitamin C on cellular signalling, which is consistent with its potent antioxidant activities (Figure 1, Figure 2 and Figure 4), and also attenuates inflammation [63,64]. For example, vitamin C inhibits several inflammation-associated pathways [63,64].

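Cells remove reactive oxygen species with superoxide dismutases, peroxiredoxins and the glutathione system, many of whose genes are switched on by the transcription factor Nrf2. NADPH oxidases are a main enzymatic source of these species in the vessel wall. Vitamin C acts beside these enzymes as a scavenger.

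Of 19 tested antioxidant genes and Nrf2 targets, 16 were positive, with a median log2 fold change of 0.15. This list had an adjusted p of 0.00879 by camera in limma, and with the estimated correlation its p was 0.0337 before adjustment and the call was lost. None of its genes passed in limma over all genes or when adjusted over the list alone (6 higher and 1 lower at an unadjusted p under 0.05). Sod3, for the extracellular superoxide dismutase, was at 110 ± 19.6 FPKM in HFD+UA and 80.3 ± 5.01 in HFD, and Srxn1, for sulfiredoxin, at 19.8 ± 2.17 against 15.5 ± 0.885 FPKM (mean ± SD, n = 4). The list score was 5.58 ± 0.0735 in HFD+UA and 5.45 ± 0.0385 in HFD (exact permutation p = 0.0286). With the cardiomyocyte score as a covariate the median was 0.12 and the call was lost, and with FPKM rescaled to the read totals the median was 0.10.

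The 8 NADPH oxidase subunit genes were not called (adjusted p of 0.970 by camera in limma), and 0 had an unadjusted p under 0.05. Nox4, for the oxidase of SMCs, was at 7.22 ± 2.42 against 5.09 ± 0.738 FPKM, and Ncf1, for a subunit of phagocytes, at 2.61 ± 0.958 against 3.26 ± 0.707 FPKM.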

The effect of UA on atherosclerosis has, in part, been investigated recently in HUVECs in vitro and male ApoE^−/−^ mice in vivo, though RNA-seq was only performed on the former [5]. Although there were several similar outcomes to the current study, there were many differences as well. Thus, the anti-inflammatory actions of UA were seen in HUVECs, as we have observed here with HAECs (Figure 6). However, in sections of the aortic root, whilst reduced macrophage content was observed, no changes were seen in relation to plaque content together with those of SMC and collagen, though these changed when the brachiocephalic artery was analysed [5]. The precise reasons for the differences are not clear, though it must be noted that the ApoE^−/−^ mouse is a more aggressive model compared to LDLr^−/−,^ with disease formation seen following feeding of a chow diet, which is sped up with an HFD, and increases seen in plasma VLDL and chylomicron fractions compared to LDL-C in humans [9]. In addition, ApoE is involved in the control of several key processes, including inflammation and SMC proliferation, which may therefore impact plaque development in ApoE^−/−^ mice [9]. In contrast, LDLr^−/−^ mice develop atherosclerosis when fed an HFD, akin to diet-induced atherosclerosis in humans, and have increases in plasma LDL-C similar to individuals with familial hypercholesterolemia [9].

There are several limitations associated with the present study. First, although sex-specific differences in ASCVD have been reported [65], as with the previous published study in ApoE^−/−^ mice [5], the current investigation was conducted exclusively in male mice. Second, only a single dose of UA and a single intervention time point were evaluated. A dose–response analysis and assessment of UA effects on more advanced plaques (e.g., after 24 weeks of HFD feeding) would have strengthened the findings. Third, the pharmacokinetic properties of UA—such as absorption, distribution, metabolism, and excretion—were not examined. Fourth, gut microbiome profiling should be undertaken to contextualise the UA-induced changes observed in plasma and faecal SCFA levels (Table 1). Fifth, the alterations in gene expression and pathway modulation following UA treatment require further validation using additional assays, as well as mechanistic investigation through gene/pathway inhibition or overexpression. Finally, although dose–response experiments were performed in in vitro studies, the concentrations employed were generally higher than those typically observed under physiological conditions [48,49,50].

## 5. Conclusions

This study provides new insights into the protective actions of PC and its metabolites on atherosclerosis, together with the underlying molecular mechanisms. Many pro-atherogenic processes, including ROS production, pro-inflammatory gene expression, chemokine-driven monocytic migration, and activation of the inflammasome, were inhibited in vitro, though some agent-specific responses were also seen. UA had the most pronounced effects, attenuated plaque content and inflammation in vivo, and produced a stable plaque phenotype. The anti-inflammatory actions of UA in vivo extended to immune cells in the peripheral blood. Future studies should investigate whether the anti-inflammatory and plaque-stabilising actions of UA extend to animal models of regression of existing/established atherosclerotic plaques and in clinical trials together with the roles of key genes and pathways identified using knockdown, knockout, or overexpression approaches.

## Figures and Tables

**Figure 1:**
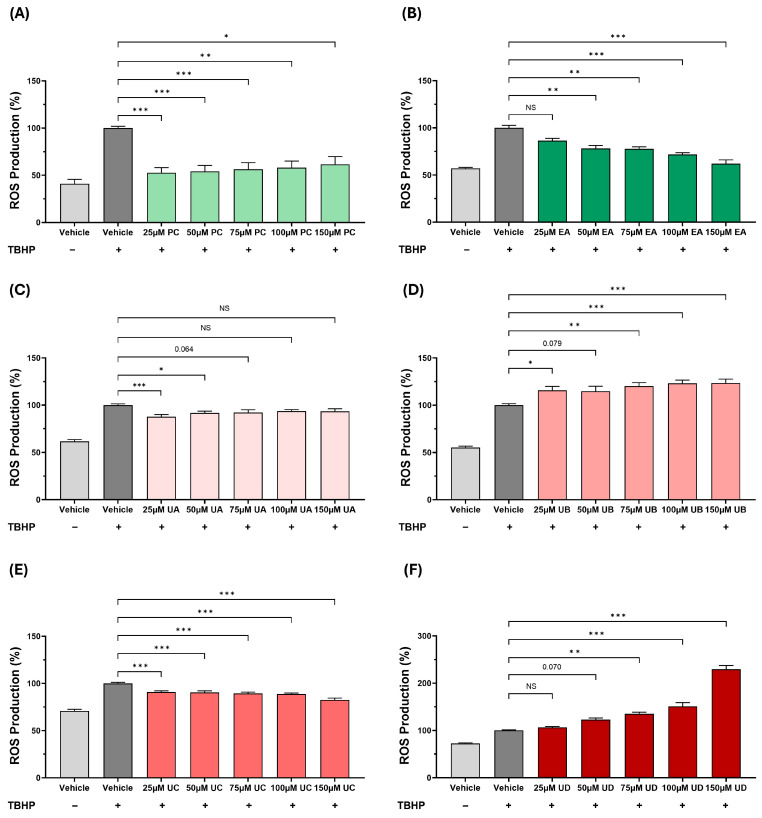
The effects of PC and its metabolites on the TBHP-induced ROS production in THP-1 macrophages. The cells were treated with TBHP and either the DMSO vehicle (vehicle control) or the indicated concentration of PC or its metabolites. Cells treated with the vehicle in the absence of TBHP were included for comparison (no TBHP control). ROS production was measured using the DCFDA Cellular ROS Detection Assay kit (ab113851, Abcam, Cambridge, UK). Data (mean ± SEM from five independent experiments) are presented as a percentage of the vehicle control (arbitrarily set to 100%). Statistical analysis was carried out using a one-way ANOVA with Dunnett post hoc test (**C**,**E**) or Kruskal–Wallis with Dunn’s post hoc test (**A**,**B**,**D**,**F**) (*, *p* ≤ 0.05; **, *p* ≤ 0.01; ***, *p* ≤ 0.001; NS, not significant or as indicated).

**Figure 2:**
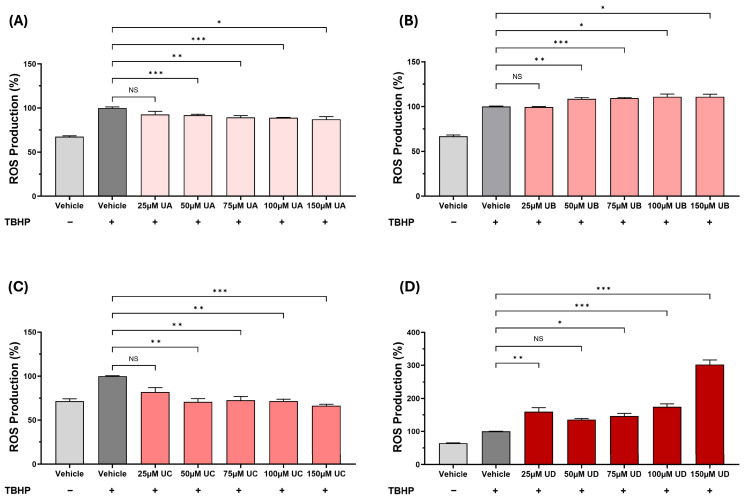
The effects of urolithins on the TBHP-induced ROS production in THP-1 monocytes. THP-1 monocytes were treated with TBHP and either the DMSO vehicle (vehicle control) or the indicated concentration of UA, UB, UC, and UD. Cells incubated with the vehicle in the absence of TBHP were included for comparison (no TBHP control). ROS production is displayed as a percentage of the vehicle control (arbitrarily set to 100%). Data are presented as mean ± SEM from five independent experiments. Statistical analysis was performed using a one-way ANOVA with Dunnett T3 post hoc test (**A**,**B**) or Kruskal–Wallis with Dunn’s post hoc test (**C**,**D**), where * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001, and NS, not significant.

**Figure 3:**
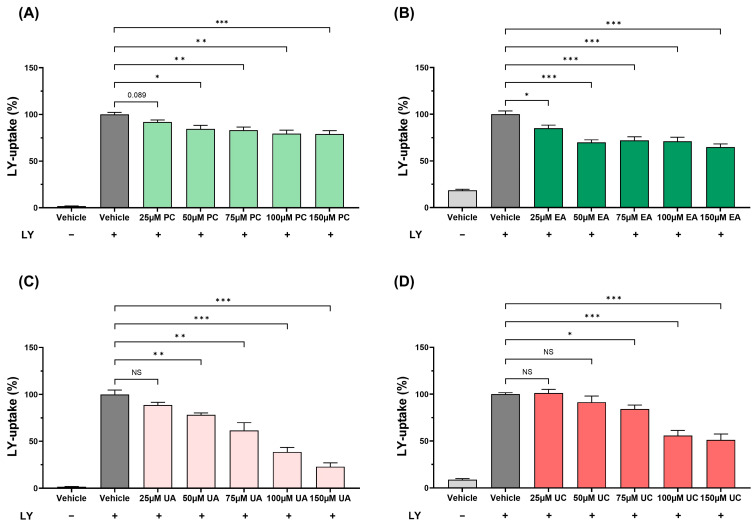
PC and its metabolites significantly inhibit macropinocytosis in THP-1 macrophages. THP-1 macrophages were treated with different concentrations of PC, EA, UA, and UC (25–150 µM) or the DMSO vehicle control and 100 µg/mL LY (+) for 24 h (cells incubated with vehicle alone without LY were also included for comparison). The uptake of LY was monitored by flow cytometry. The results are presented as percentages (mean ± SEM) of the vehicle control (assigned 100%) from three independent experiments. Statistical analysis was performed using a one-way ANOVA with Dunnett T3 (**A**,**C**,**D**) or Dunnett (**B**) post hoc test (*, *p* ≤ 0.05; **, *p* ≤ 0.01; ***, *p* ≤ 0.001; NS, not significant or as indicated).

**Figure 4:**
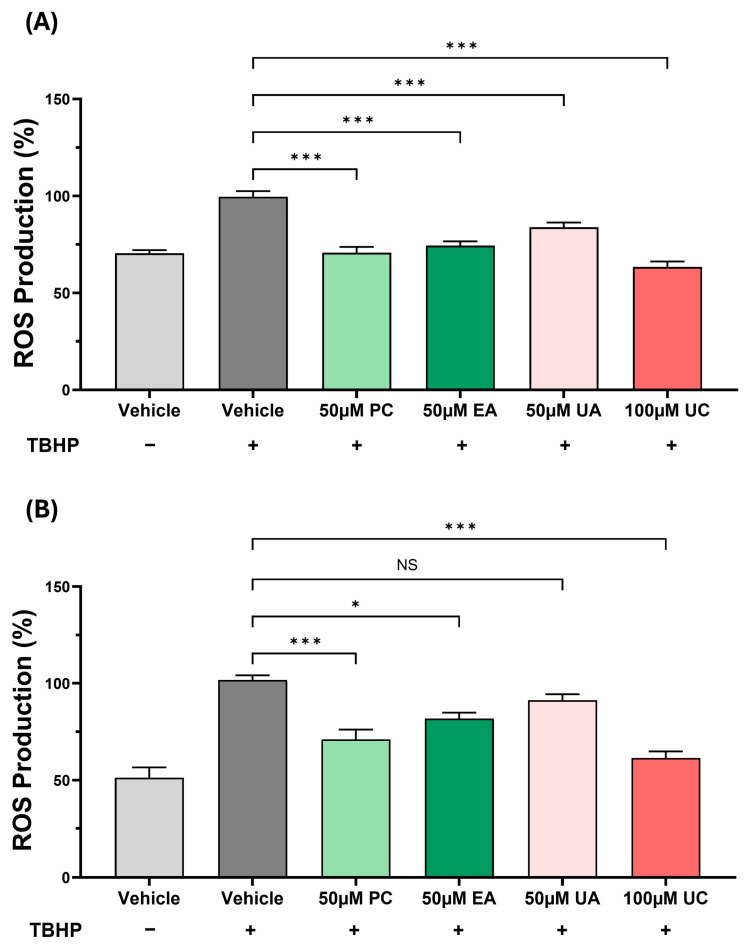
The effects of PC and its metabolites on the TBHP-induced ROS production in HMDM and HAEC. HMDM (**A**) or HAEC (**B**) were treated with TBHP and either the DMSO vehicle (control) or the indicated concentration of PC and its metabolites. Cells treated with vehicle in the absence of TBHP were also included for comparison. ROS production is presented as a percentage of the vehicle control seen in the presence of TBHP (arbitrarily set to 100%). Statistical analyses of data (mean ± SEM from four independent experiments) were performed using one-way ANOVA with Dunnett post hoc test (**A**) or Kruskal–Wallis with Dunn’s post hoc test (**B**) (*, *p* ≤ 0.05; ***, *p* ≤ 0.001; NS, not significant).

**Figure 5:**
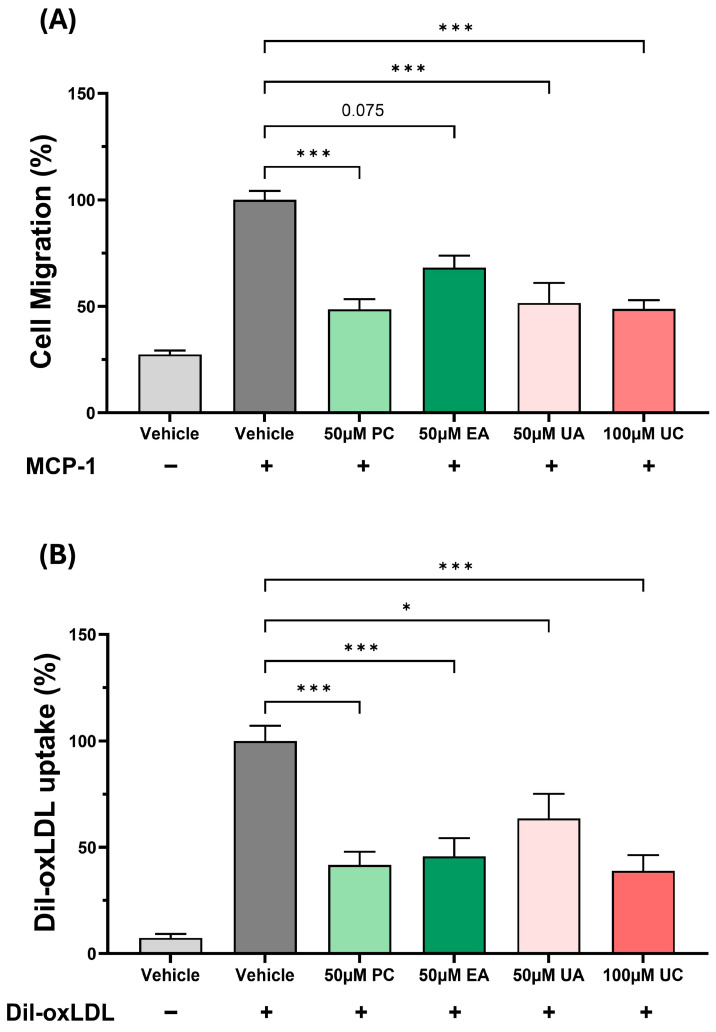
The effects of PC and its metabolites on chemokine-induced monocytic migration and oxLDL uptake. For chemokine-induced monocytic migration (**A**), THP-1 monocytes were incubated for 3 h with the DMSO vehicle in the absence or the presence of MCP-1 (20 ng/mL), or with MCP-1 in the presence of PC and its metabolites. The migration of monocytes was then determined with that from vehicle-treated cells in the presence of MCP-1, arbitrarily assigned as 100%. For oxLDL uptake (**B**), HMDM were incubated with the DMSO vehicle or the indicated concentrations of PC and its metabolites for 1 h prior to the addition of 5 μg/mL Dil-oxLDL for a further 24 h. Cells incubated with the vehicle in the absence of Dil-oxLDL were also included for comparison. Dil-oxLDL uptake was monitored by flow cytometry. The results are mean ± SEM from three independent experiments with statistical analysis carried out using Kruskal–Wallis with Dunn’s post hoc test (**A**) or one-way ANOVA followed by Dunnett post hoc test (**B**) (* *p* ≤ 0.05; *** *p* ≤ 0.001; or as indicated).

**Figure 6:**
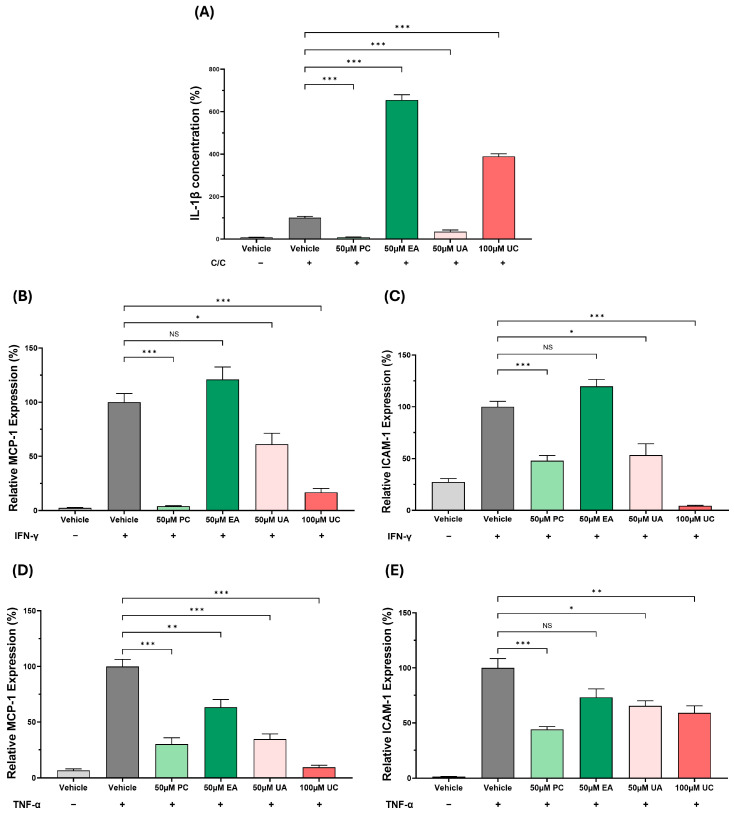
The effects of PC and its metabolites on pro-inflammatory responses in macrophages and endothelial cells. For IL-1β secretion (**A**), THP-1 macrophages were stimulated with cholesterol crystals (C/C) and treated with the DMSO vehicle or the indicated concentration of PC or its metabolites. Cells treated with vehicle alone in the absence of cholesterol crystals were included for comparative purposes. IL-1β concentration was determined by ELISA and expressed as a percentage of the vehicle control, which was arbitrarily set to 100. For cytokine-induced gene expression, THP-1 macrophages (**B**,**C**) or HAEC (**D**,**E**) were treated for 3 h with IFN-γ (**B**,**C**) or TNF-α (**D**,**E**) followed by the vehicle or the indicated concentration of PC or its metabolites for 24 h. Cells incubated with the vehicle in the absence of the cytokine were also included for comparison. RT-qPCR was used to measure the expression of MCP-1 (**B**,**D**) or ICAM-1 (**C**,**E**). The levels of mRNA expression were compared using the ΔΔCT method and normalised to the GAPDH housekeeping gene. The normalised gene expression in cytokine-treated cells in the presence of the vehicle has been arbitrarily assigned as 100%. Data (mean ± SEM) are from three (**A**) or four (**B**–**E**) independent experiments with statistical analysis performed using a one-way ANOVA with Dunnett T3 post hoc test (*, *p* ≤ 0.05; **, *p* ≤ 0.01; ***, *p* ≤ 0.001; NS, not significant).

**Figure 7:**
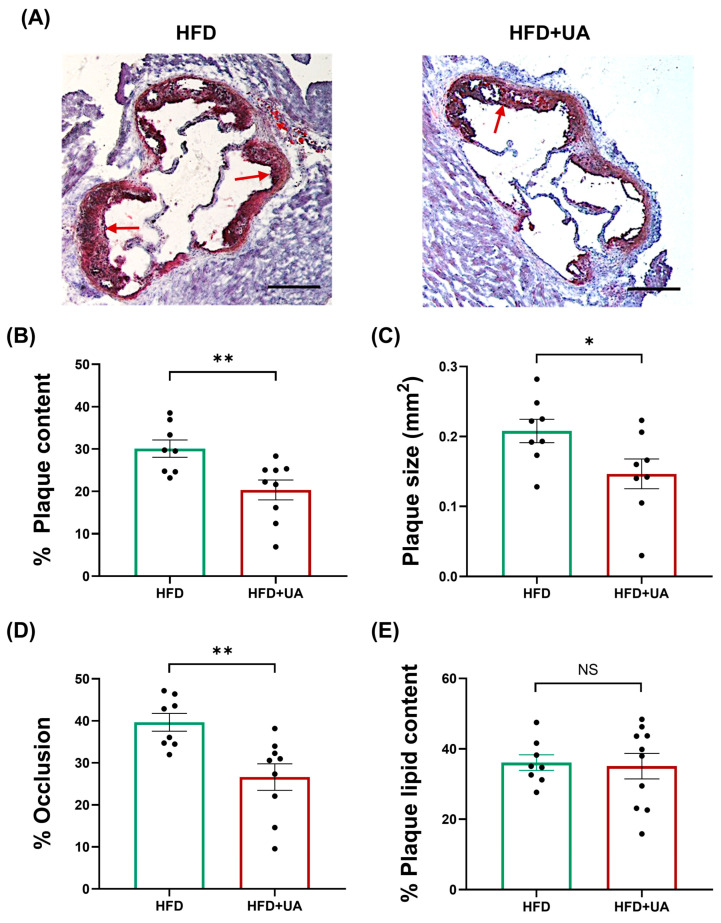
UA attenuates plaque burden in HFD-fed LDLr^−/−^ mice. LDLr^−/−^ mice were given either an HFD or an HFD supplemented with UA (HFD+UA) for 12 weeks. Aortic root sections were stained with oil red O (ORO), images captured using a Leica DMRB microscope (Leica Microsystems, Milton Keynes, UK) under ×5 magnification, and then analysed using the ImageJ software. Representative images are shown in panel (**A**) (scale bar of 400 μm; arrows indicate ORO staining in plaques). The graphs show plaque content calculated as the percentage of plaque area within the total vessel area (**B**), plaque size (**C**), occlusion measured as the percentage of plaque area within the lumen area (**D**), and plaque lipid content (**E**). Data are mean ± SEM [*n* = 8 for HFD in (**B**–**E**) and HFD+UA in (**C**); *n* = 9 for HFD+UA in (**B**,**D**); *n* = 10 for HFD+UA for (**E**)] with statistical analysis performed using an unpaired Student’s *t*-test (*, *p* ≤ 0.05; **, *p* ≤ 0.01; NS, not significant).

**Figure 8:**
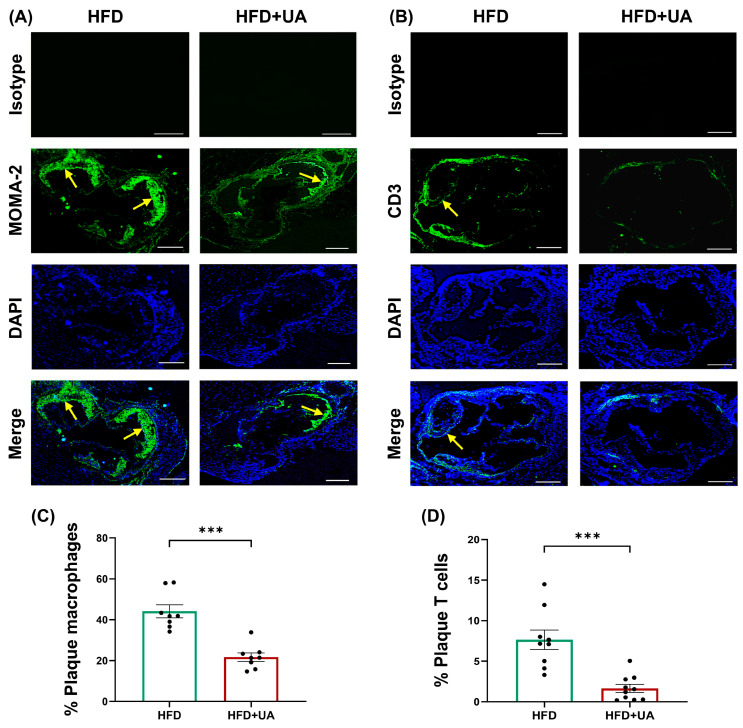
UA produces a significant reduction in plaque macrophage and CD3 + T cell content in HFD-fed LDLr^−/−^ mice. LDLr^−/−^ mice were given either an HFD or an HFD supplemented with UA (HFD+UA) for 12 weeks. Sections of the aortic root were subjected to immunofluorescence staining to detect the presence of MOMA-2+ macrophages (**A**,**C**) or CD3+ T cells (**B**,**D**). The images were acquired with an Olympus BX61 microscope (Evident Scientific, Stansted, UK) (×4 magnification) with quantification performed using ImageJ software. A representative image (scale bar 400 μm; arrows indicate macrophage/CD3+ T cell staining in plaques) is shown in panels A and B with graphs displaying the percentage of MOMA-2+ macrophages (**C**) or CD3+ T cells (**D**) in the plaque. Data are mean ± SEM (*n* = 8 for HFD and HFD+UA in (**C**); *n* = 9 for HFD in (**D**); and *n* = 10 for HFD+UA in (**D**)) with statistical analysis performed using an unpaired Student’s *t*-test (***, *p* ≤ 0.001).

**Figure 9:**
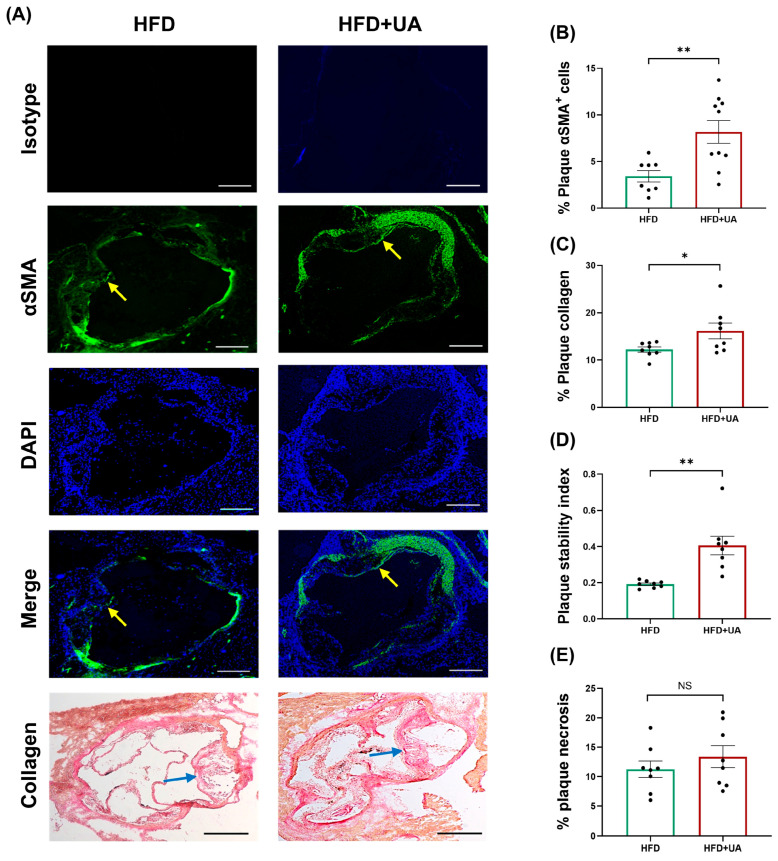
UA produces a stable plaque phenotype in HFD-fed LDLr^−/−^ mice. LDLr^−/−^ mice were fed either HFD or HFD supplemented with UA (HFD+UA) for 12 weeks, and sections from the aortic root were subjected to immunofluorescence staining to detect SMC or Van Gieson’s staining to determine collagen. Images were captured using the Olympus BX61 microscope (Evident Scientific, Stansted, UK) for SMC (×4 magnification) and Leica DMRB microscope for collagen (Leica Microsystems, Milton Keynes, UK) (×5 magnification) and analysed using the ImageJ software. Representative images with a scale bar of 400 μm are shown in (**A**) (arrows indicate *α*SMA+/collagen staining in plaques), with graphs for αSMA+ cells or collagen content within the plaque shown in (**B**,**C**), respectively. The plaque stability index (SMC area + collagen area)/(macrophage area + lipid area) and percentage of plaque necrosis are also shown (**D**) and (**E**), respectively. Data are presented as mean ± SEM (*n* = 8 for HFD in (**B**–**E**) and HFD+UA for (**C**–**E**); and *n* = 10 for HFD+UA for (**B**)) with statistical analysis performed using an unpaired Student’s *t*-test (*, *p* ≤ 0.05; **, *p* ≤ 0.01; NS, not significant).

**Figure 10:**
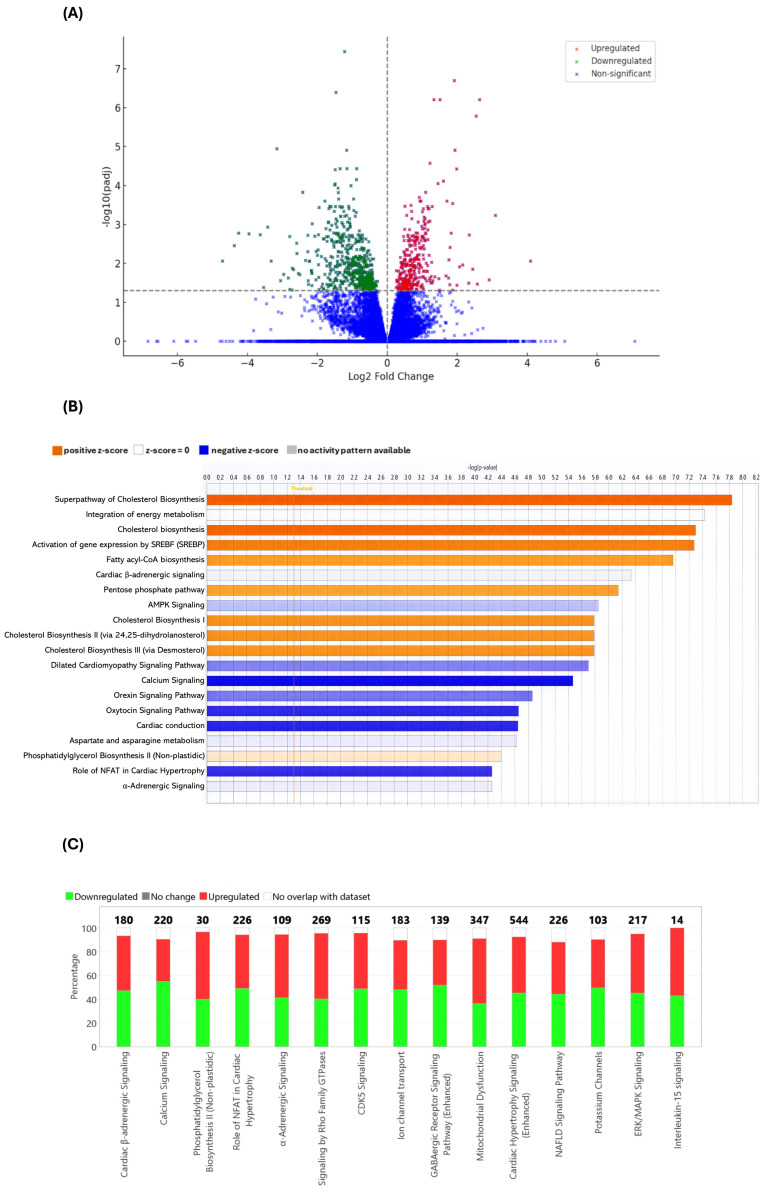
RNA-sequencing of the thoracic aorta identifies key atherosclerosis-associated genes and pathways regulated by UA. (**A**) Volcano plot of DEGs from RNA-seq analysis of the thoracic aorta. Each point represents DEGs, with the *x*-axis showing the log2 fold change in expression levels between the two conditions, and the *y*-axis representing the negative logarithm to the base 10 of the adjusted *p*-value (−log10[adjusted *p*-value]). The blue dots represent non-significant DEGs, red dots represent significantly upregulated DEGs, while green dots represent significantly downregulated DEGs. (**B**) The top 20 most significant canonical pathways regulated by UA intervention. Horizontal bar chart represents pathway enrichment analysis, with the significance of each pathway indicated by the bar’s length. The *x*-axis displays the negative logarithm of the *p*-value (−log[*p*-value]), providing a measure of the significance level for the enrichment of each pathway; longer bars correspond to more significant enrichment. Pathways are listed on the *y*-axis and are colour-coded: orange bars represent pathways with a positive z-score (activation); blue bars indicate pathways with a negative z-score (inhibition); and white bars denote pathways where a z-score cannot be determined. The threshold line denotes the *p*-value cutoff for significance, with bars extending beyond this line considered statistically significant. (**C**) Stacked bar chart detailing the gene expression regulation in atherosclerosis-associated canonical pathways as identified by IPA. Each bar corresponds to a different pathway, listed on the *x*-axis, and is segmented by colour to represent the percentage of genes that are upregulated (red) and downregulated (green) within that pathway. White segments indicate genes that are part of the pathway but not represented in the dataset. Numbers at the top indicate the total number of genes in each pathway (*n* = 4 for each group).

**Table 1:** The effects of UA on atherosclerosis-associated risk factors in LDLr^−/−^ fed HFD.

		HFD		HFD + UA	*p*-Value
	*N*	Mean ± SEM	*N*	Mean ± SEM	
Overall weight gain [g]	19	6.35 ± 0.69	19	7.34 ± 0.85	NS
Adipose tissue deposits [g]					
Total	15	0.048 ± 0.003	15	0.049 ± 0.004	NS
Total white	15	0.045 ± 0.005	15	0.044 ± 0.003	NS
Brown	15	0.003 ± 0.0002	15	0.004 ± 0.0002	0.007
Subcutaneous	15	0.021 ± 0.002	15	0.020 ± 0.001	NS
Gonadal	15	0.018 ± 0.002	15	0.019 ± 0.001	NS
Inguinal	15	0.002 ± 0.0001	15	0.001 ± 0.0001	NS
Renal	15	0.003 ± 0.0004	15	0.003 ± 0.0003	NS
Organ weights [g]					
Heart	19	0.005 ± 0.0002	19	0.004 ± 0.0001	0.003
Liver	19	0.047 ± 0.0008	19	0.048 ± 0.001	NS
Spleen	19	0.004 ± 0.0003	18	0.003 ± 0.0002	0.009
Thymus	19	0.001 ± 0.0001	18	0.001 ± 0.0001	NS
Plasma lipids [mg/dL]					
TG	15	71.5 ± 5.39	15	71.4 ± 4.36	NS
TC	15	637.3 ± 43.1	15	529.5 ± 34.5	NS
FC	15	440.0 ± 26.4	15	404.2 ± 37.7	NS
HDL-C	15	67.8 ± 1.56	15	72.9 ± 3.28	NS
LDL/VLDL-C	13	328.5 ± 9.2	13	376.6 ± 9.9	NS
CE	13	161.0 ± 16.3	14	152.8 ± 18.3	NS
Short-chain fatty acids (SCFA), plasma (μg/mL)					
Total SCFA	8	0.9 ± 0.04	8	1.1 ± 0.04	0.026
Acetic acid	9	0.6 ± 0.03	9	0.7 ± 0.04	0.026
Propionic acid	9	0.17 ± 0.01	9	0.2 ± 0.01	0.024
Isobutyric acid	10	0.1 ± 0.004	9	0.1 ± 0.006	NS
SCFA, faeces (μg/g)					
Total SCFA	9	37.3 ± 3.6	9	52.5 ± 5.3	0.041
Acetic acid	9	20.6 ± 2.02	9	30.3 ± 2.61	0.014
Propionic acid	9	6.2 ± 0.67	9	8.9 ± 0.55	0.011
Isobutyric acid	10	0.8 ± 0.11	10	0.8 ± 0.15	NS
Butyric acid	8	7.9 ± 0.94	8	13.2 ± 2.49	0.081
Isovaleric acid	10	0.9 ± 0.14	10	1.1 ± 0.21	NS
Valeric acid	8	0.9 ± 0.09	8	1.5 ± 0.42	NS
Peripheral blood—Lymphoid cells (frequency of nucleated cells)					
B cells	12	41.8 ± 3.14	12	36.8 ± 2.64	NS
T cells	12	16.1 ± 0.88	12	16.2 ± 0.63	NS
CD4	11	7.0 ± 0.82	11	7.2 ± 0.22	NS
CD8	12	7.7 ± 0.29	12	9.1 ± 0.36	NS
NK cells	12	1.5 ± 0.21	12	0.9 ± 0.07	0.013
Peripheral blood—Myeloid cells (frequency of nucleated cells)					
Monocytes (CD115^+^)	10	4.8 ± 0.89	12	3.0 ± 0.13	0.049
Ly6C^high^ monocytes	10	2.9 ± 0.86	11	1.1 ± 0.13	0.047
Ly6C^low^ monocytes	10	1.3 ± 0.08	10	1.0 ± 0.06	0.015
Granulocytes	10	19.3 ± 4.81	13	7.6 ± 2.57	0.017

CE, cholesteryl esters; FC, free cholesterol; HDL-C, high-density lipoprotein cholesterol; LDL/VLDL-C, low-density lipoprotein/very low-density lipoprotein cholesterol; NK, natural killer; NS, not significant; TC, total cholesterol; TG, triacylglycerol.

## Data Availability

RNA-sequencing data have been submitted to the GEO repository (GSE311266). The other original contributions present in this study are included in the article and Supplementary Materials. Further inquiries can be directed to the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox15040507/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

ASCVD	Atherosclerotic cardiovascular disease
Adam19	A disintegrin and metalloproteinase 19
Adcy10	Adenylate cyclase 10
Acly	ATP citrate lyase
Acot11	Acyl-CoA thioesterase 11
Adamstsl2	ADAMTS-like 2
Agpat2	1-Acylglycerol 3-phosphate O-acyltransferase 2
ANOVA	One-way analysis of variance
ApoE	Apolipoprotein E
BAT	Brown adipose tissue
CE	Cholesteryl esters
DCFDA	2′, 7′-dichlorofluorescin diacetate
DEGs	Differentially expressed genes
DMSO	Dimethyl sulfoxide
Dkk3	Dickkopf Wnt signalling pathway inhibitor 3
EA	Ellagic acid
ECM	Extracellular matrix
Elovl6	ELOVL fatty acid elongase
ERK	Extracellular signal-regulated kinase
ET	Ellagitannins
FC	Free cholesterol
GAPDH	Glyceraldehyde 3-phosphate dehydrogenase
GC	Gas chromatography
GO	Gene ontology
Gpd1	Glycerol 3-phosphate dehydrogenase 1
HAEC	Human aortic endothelial cells
HDL	High-density lipoprotein
HDL-C	High-density lipoprotein cholesterol
HFD	High-fat diet
HMDM	Human monocyte-derived macrophages
HUVECs	Human umbilical vein endothelial cells
ICAM-1	Intercellular adhesion molecule-1
IFN-γ	Interferon-γ
IL	Interleukin
IPA	Ingenuity Pathway Analysis
KEGG	Kyoto Encyclopedia of Genes and Genomes
Klhl32	Kelch-like family member 32
LDH	Lactate dehydrogenase
LDL	Low-density lipoprotein
LDL/VLDL-C	Low-density lipoprotein/very low-density lipoprotein cholesterol
LDLr^−/−^	Low-density lipoprotein receptor-deficient mice
LY	Lucifer Yellow
MAPK	Mitogen-activated protein kinase
MCP-1	Monocyte chemotactic protein-1
Mlxipl/ChREBP	MLX interacting protein-like/Carbohydrate responsive element binding protein
Nceh1	Neutral cholesterol ester hydrolase 1
NFAT	Nuclear factor of activated T cells
NK	Natural killer
Nrf2	Nuclear factor erythroid-2 related factor
NS	Not significant
OCT	Optimum cutting temperature
ORO	Oil red O
oxLDL	Oxidised LDL
Padj	Adjusted *p*-value
PBS	Phosphate-buffered saline
PC	Punicalagin
Pgd	Phosphogluconate dehydrogenase
Pip5k1b	Phosphatidyl-inositol 4-phosphate 5-kinase type 1 beta
Pla2g5	Phospholipase A2 group V
PMA	Phorbol 12-myristate 13-acetate
PPAR	Peroxisome proliferators-activated receptors
RNA-seq	RNA-sequencing
ROS	Reactive oxygen species
Rrad	Ras-related glycolysis inhibitor and calcium channel regulator
RT-qPCR	Real-time quantitative polymerase chain reaction
RXR	Retinoid X receptor
Sbk1	SH3 domain binding kinase 1
SCFA	Short-chain fatty acids
Scl25a1	Solute carrier family 25 member 1
SEM	Standard error of the mean
SMA	Smooth muscle actin
SMC	Smooth muscle cells
Sorbs2	Sorbin and SH3 domain-containing 2
Tbc1d1	TBC1 domain family member 1
TBHP	Tert-butyl hydroperoxide
TC	Total cholesterol
TG	Triacylglycerol
Thrsp	Thyroid hormone-responsive protein
TNF-α	Tumour necrosis factor-α
U	Urolithin
UA	Urolithin A
VLDL	Very low-density lipoprotein

# Supplementary material for: Anti-Atherogenic Actions of Pomegranate Polyphenol Punicalagin and Its Metabolites: In Vitro Effects on Vascular Cells and In Vivo Atheroprotection by Urolithin A via Anti-Inflammatory and Plaque-Stabilising Mechanisms
**Source:** Antioxidants (Basel). 2026 Apr 20;15(4):507. doi: 10.3390/antiox15040507
**Supplement:** Supplementary file 1

Anti-atherogenic Actions of Pomegranate Polyphenol Punicalagin and Its Metabolites: In Vitro Effects on Vascular Cells and In Vivo Atheroprotection by Urolithin A via Anti-Inflammatory and Plaque-Stabilising Mechanisms

by

Sulaiman Alalawi^{1,2}, Daniah Rifqi¹, Alaa Alhamadi¹, Reem Alotibi¹, Fahad Alradi¹, Nouf Alshehri¹, Yee-Hung Chan¹, Jing Chen¹, Faizah Albalawi¹, Sarab Taha³, Nabras Al-Mahrami⁴, Irina A. Guschina¹, Timothy R. Hughes⁵ and Dipak P. Ramji^{1*}

Supplementary Table S1. List of top 20 significant upregulated and downregulated DEGs

Gene ID	Gene name	Log2Fold Change	Padj	Function of protein
**Upregulated**				
ENSMUSG00000006784	<i>Ttc25</i>	1.91139	2.01E-07	Protein-protein interactions and signal transduction
ENSMUSG00000034853	<i>Acot11</i>	1.33277	6.17E-07	Catalyses the conversion of activated fatty acids to the corresponding non-esterified fatty acids and coenzyme A
ENSMUSG00000020917	<i>Acly</i>	1.50498	6.17E-07	Catalysis the synthesis of acetyl-CoA from citrate
ENSMUSG00000031449	<i>Atp4b</i>	2.63393	6.18E-07	The beta subunit of gastric H ⁺ /K ⁺ ATPase in apical membrane of parietal cells
ENSMUSG00000028976	<i>Slc2a5</i>	2.53732	1.63E-06	Fructose uptake by the small intestine
ENSMUSG00000026567	<i>Adcy10</i>	1.93069	1.23E-05	Soluble form of adenyate cyclase involved in cell signalling
ENSMUSG00000035686	<i>Thrsp</i>	1.2162	2.64E-05	Regulation of lipogenesis
ENSMUSG00000021509	<i>Slc25a48</i>	1.60038	7.68E-05	Mitochondrial inner-membrane carrier protein that regulates choline import and metabolism
ENSMUSG00000046167	<i>Gldn</i>	1.44446	8.85e-05	Efficient transmission of nerve impulses
ENSMUSG00000041220	<i>Elovl6</i>	1.09481	0.000149	Elongation of long-chain fatty acids
ENSMUSG00000038009	<i>Dnajc22</i>	1.70093	0.000248	Co-chaperone
ENSMUSG00000031936	<i>Heph11</i>	1.86425	0.000286	Regulation of intracellular iron homeostasis
ENSMUSG00000003528	<i>Slc25a1</i>	1.28504	0.000346	Regulates citrate transport across inner membrane of mitochondria
ENSMUSG00000028961	<i>Pgd</i>	1.15498	0.000346	Catalyses the oxidative decarboxylation of 6-

				phosphogluconate to ribulose 5-phosphate in the pentose phosphate pathway
ENSMUSG00000042978	<i>Sbk1</i>	1.02643	0.000389	Cell signalling
ENSMUSG00000005373	<i>Mlxip1</i>	1.19379	0.000389	Carbohydrate-responsive element binding protein that regulates metabolism, particularly glycolysis and lipogenesis
ENSMUSG00000001420	<i>Tmem79</i>	1.16059	0.00039	Encodes a transmembrane protein linked to atopic dermatitis and skin barrier function
ENSMUSG00000026922	<i>Agpat2</i>	1.00746	0.000466	Encodes an enzyme that is involved in the glycerolipid biosynthesis pathway
ENSMUSG00000023019	<i>Gpd1</i>	1.05015	0.000648	Encodes an enzyme that is pivotal in carbohydrate and lipid metabolism
ENSMUSG00000059040	<i>Eno1b</i>	1.0754	0.000699	The precise function is not known
**Downregulated**				
ENSMUSG00000011256	<i>Adam19</i>	-1.22294	3.58E-08	Encodes metalloprotease implicated in cell-cell and cell-matrix interactions, signalling and development
ENSMUSG00000031880	<i>Rrad</i>	-1.46738	4.02E-07	Regulates intracellular signalling, metabolism and function of the cardiovascular system
ENSMUSG00000105168	<i>Gm30735</i>	-3.16306	1.12E-05	The precise function is not known
ENSMUSG00000022270	<i>Retreg1</i>	-1.1607	1.23E-05	Regulates endoplasmic reticulum (ER)-autophagy, maintains ER

				homeostasis and affects neuropathy
ENSMUSG00000040387	<i>Klhl32</i>	-1.35422	3.66E-05	Implicated in protein ubiquitination and regulation of cell signalling
ENSMUSG00000048967	<i>Yjefn3</i>	-1.15673	3.66E-05	The precise function is not known
ENSMUSG00000041193	<i>Pla2g5</i>	-1.48973	3.88E-05	Member of the secretory phospholipase A2 family. The encoded enzyme catalyses the hydrolysis of membrane phospholipids to generate lysophospholipids and free fatty acids
ENSMUSG00000036040	<i>Adamtsl2</i>	-1.48999	9.05E-05	Encoded protein functions as a secreted glycoprotein that binds the cell surface and the extracellular matrix
ENSMUSG00000027698	<i>Nceh1</i>	-1.51071	9.66E-05	Encodes an enzyme essential for hydrolysis of cholesteryl esters and regulation of cellular lipid homeostasis
ENSMUSG00000040260	<i>Daam2</i>	-1.04468	0.00010	The encoded protein plays an important role in the Wnt signalling pathway
ENSMUSG00000030772	<i>Dkk3</i>	-1.40759	0.00011	Modulates Wnt signalling, affects differentiation and may suppress tumours
ENSMUSG000000107653	<i>Gm31520</i>	-2.41798	0.00014	The precise function is not known
ENSMUSG00000024867	<i>Pip5k1b</i>	-1.4045	0.00015	Regulator of cytoskeletal dynamics and signal transduction
ENSMUSG00000022037	<i>Clu</i>	-1.39578	0.00022	Encodes clusterin, involved in chaperoning,

				apoptosis and lipid transport
ENSMUSG00000044006	<i>Cilp2</i>	-1.78965	0.00024	Mediates the interaction between specific membranous organelles and microtubules
ENSMUSG00000029174	<i>Tbc1d1</i>	-1.64944	0.00033	Regulates glucose uptake, energy homeostasis and metabolism in muscles
ENSMUSG00000026208	<i>Des</i>	-1.10385	0.00033	Encodes desmin, essential for muscle structure and function
ENSMUSG00000053469	<i>Tg</i>	-1.48428	0.00034	Encodes thyroglobulin, essential for thyroid hormone synthesis and storage
ENSMUSG00000031626	<i>Sorbs2</i>	-1.36298	0.00034	Involved in cytoskeletal, cardiac structure and insulin signalling
ENSMUSG00000078670	<i>Fam174b</i>	-1.28099	0.00034	The precise function is not known

Abbreviations: *Acly*, ATP citrate lyase; *Acot11*, Acyl-CoA thioesterase 11; *Adam19*, A disintegrin and metalloproteinase domain 19; *Adamts12*, ADAMTS like 2; *Adcy10*, Adenylate cyclase 10; *Agpat2*, 1-Acylglycerol-3-phosphate O-acyltransferase 2; *Atp4b*, ATPase H⁺/K⁺ transporting subunit beta; *Cilp2*, Cartilage intermediate layer protein 2; *Clu*, Clusterin; *Daam2*, Dishevelled associated activator of morphogenesis 2; *Des*, Desmin; *Dkk3*, Dickkopf Wnt signalling pathway inhibitor 3; *Dnajc22*, DnaJ heat shock protein family (Hsp40) member C22; *Elovl6*, ELOVL fatty acid elongase 6; *Eno1b*, Enolase 1B (beta-enolase); *Fam174b*, Family with sequence similarity 174 member B; *Gldn*, Gliomedin; *Gm31520*, Predicted gene 31520; *Heph11*, Hephaestin like 1; *Gm30735*, Predicted gene 30735; *Gpd1*, Glycerol-3-phosphate dehydrogenase 1; *Klhl32*, Kelch like family member 32; *Mlxipl*, MLX interacting protein like (ChREBP); *Nceh1*, Neutral cholesterol ester hydrolase 1; *Pip5k1b*, Phosphatidylinositol-4-phosphate 5-kinase type 1 beta; *Pla2g5*, Phospholipase A2 group V; *Pgd*, Phosphogluconate dehydrogenase; *Retreg1*, Reticulophagy regulator 1; *Rrad*, Ras-related glycolysis inhibitor and calcium channel regulator; *Sbk1*, SH3 Domain binding kinase 1; *Slc25a1*, Solute carrier family 25 member 1 (CIC); *Slc2a5*, Solute carrier family 2 member 5 (GLUT5); *Slc25a48*, Solute carrier family 25 member 48; *Sorbs2*, Sorbin and SH3 domain containing 2; *Tbc1d1*, TBC1 domain family member 1; *Tg*, Thyroglobulin; *Thrsp*, Thyroid hormone responsive (Spot14); *Tmem79*, Transmembrane protein 79; *Ttc25*, Tetratricopeptide repeat domain 25; *Yjefn3*, YjeF N-terminal domain containing 3.

Supplementary Table S2 UA regulated canonical pathways and associated genes

**Pathways**	**p-value**	**z-score**	**Associated genes**
Cardiac β -adrenergic signalling	-4.65-E07	-0.277	<i>Adcy10, Akap6, Cacna1c, Cacna1d, Cacna2d3, Cacnb2, Ednra, Itpr1, Itpr2, Itpr3, Ryr2</i>
Calcium signalling	3.42E-06	-3.606	<i>Asph, Cacna1c, Cacna1d, Cacna2d3, Cacnb2, Camk1d, Camk2a, Camk2d, Cav1, Cav2, Cav3, Ednra, Itpr1, Itpr2, Itpr3, Plcb1, Pln, Prkca, Prkcb, Ryr2, Slc8a1, Trdn</i>
Phosphatidylglycerol biosynthesis II (non-plastidic)	4.02E-05	1.000	<i>Agpat2, Cds1, Cds2, Gpd1, Gpd2, Pnpla3, Ptpmt1</i>
Role of NFAT in cardiac hypertrophy	5.53E-05	-2.668	<i>Adcy10, Cacna1c, Cacna1d, Cacna2d3, Cacnb2, Camk1d, Camk2a, Camk2d, Cav1, Cav2, Cav3, Ednra, Itpr1, Itpr2, Itpr3, Nfatc1, Nfatc2, Nfatc3, Nfatc4, Plcb1, Pln, Prkca, Prkcb, Ryr2, Slc8a1, Trdn</i>
α -Adrenergic signalling	5.56E-05	-0.447	<i>Adcy10, Gna13, Gng12, Gng2, Gng4, Gys2, Phkg1, Prkag2, Prkar1a, Prkar2b, Prkca, Prkcb</i>
Signalling by Rho family GTPases	7.84E-05	-1.069	<i>Cdc42ep4, Cdh2, Cdh20, Cfl2, Des, Gna13, Gng12, Gng2, Gng4, Ppp1ca, Prkca, Prkcb, Rhoa, Rhob, Rhoj, Rhou, Rock1, Rock2</i>
CDK5 signalling	9.72E-05	0.577	<i>Adcy10, Cables1, Lama2, Mapk12, Mapk4, Ntrk2, Ppm1j, Ppp1ca, Prkca, Prkcb</i>
Ion channel transport	1.08E-04	-2.183	<i>Ano4, Asph, Atp11a, Atp1a1, Atp1b1, Atp1b3, Atp4b, Atp6v1b2, Cacna1c, Cacna1d, Cacna2d3, Cacnb2, Scn1b, Scn2b, Scn3b, Scn4b, Slc8a1, Tpcn2</i>
GABAergic receptor signalling pathway (enhanced)	1.85E-04	0.535	<i>Abat, Adcy10, Cacna1c, Cacna1d, Cacna2d3, Cacnb2, Gna13, Gng12, Gng2,</i>

			<i>Gng4, Ppp1ca, Prkca, Prkcb</i>
Mitochondrial dysfunction	2E-04	1.000	<i>Adcy10, Atp1a1, Atp1b1, Atp1b3, Atpaf1, Atpaf2, Cacna1c, Cacna1d, Cacna2d3, Cacnb2, Ednra, Itpr1, Itpr2, Itpr3, Nd1, Nd2, Nd3, Nd4, Nd4l, Nd5, Nd6, Ryr2, Slc25a4, Slc25a5, Slc25a6, Slc8a1, Trdn</i>
Cardiac hypertrophy signalling (Enhanced)	2.48E-04	-2.887	<i>Adcy10, Adra1b, Agt, Atf6, Cacna1c, Cacna1d, Cacna2d3, Cacnb2, Camk1d, Camk2a, Camk2d, Cav1, Cav2, Cav3, Ednra, Itpr1, Itpr2, Itpr3, Nfatc1, Nfatc2, Nfatc3, Nfatc4, Plcb1, Pln, Prkca, Prkcb, Ryr2, Slc8a1, Trdn</i>
NAFLD signalling pathway	4.67E-04	0.471	<i>Acaca, Atf6, Fasn, Gys2, Il15, Mapk12, Mlxip1, Pnpla3, Prkag2, Prkar1a, Prkar2b, Srebf1</i>
Potassium channels	5.37E-04	-0.905	<i>Gng12, Gng2, Gng4, Kcna4, Kcnab1, Kcnb1, Kcng4, Kcnh2, Kcnj3, Kcnk3, Kcnq1, Scn1b, Scn2b, Scn3b, Scn4b</i>
ERK/MAPK signalling	7.99E-04	-1.604	<i>Creb3l2, Grb2, Hspb2, Itga8, Itgb6, Pak6, Pla2g5, Ppm1j, Ppp1ca, Prkca, Prkcb</i>
Interleukin-15 signalling	8.63E-04	-2.000	<i>Grb2, Il15, Stat3, Stat5b</i>

Abbreviations: Abat, 4-aminobutyrate aminotransferase; Acaca, Acetyl-CoA carboxylase alpha; Adcy10, Adenylate cyclase 10; Adra1b, Adrenoceptor alpha 1B; Agpat2, 1-acylglycerol-3-phosphate O-acyltransferase 2; Agt, Angiotensinogen; Akap6, A-kinase anchoring protein 6; Ano4, Anoctamin 4; Asph, Aspartate beta-hydroxylase; Atf6, Activating transcription factor 6; Atp11a, ATPase phospholipid transporting 11A; Atp1a1, ATPase Na⁺/K⁺ transporting subunit alpha 1; Atp1b1, ATPase Na⁺/K⁺ transporting subunit beta 1; Atp1b3, ATPase Na⁺/K⁺ transporting subunit beta 3; Atp4b, ATPase H⁺/K⁺ transporting beta subunit; Atp6v1b2, ATPase H⁺ transporting V1 subunit B2; Atpaf1, ATP synthase assembly factor 1; Atpaf2, ATP synthase assembly factor 2; Cables1, Cdk5 and Abl enzyme substrate 1; Cacna1c, Calcium voltage-gated channel subunit alpha1 C; Cacna1d, Calcium voltage-gated channel subunit alpha1 D; Cacna2d3, Calcium voltage-gated channel auxiliary subunit alpha2delta 3; Cacnb2, Calcium voltage-gated channel auxiliary subunit beta 2; Camk1d, Calcium/calmodulin-dependent protein kinase 1d; Camk2a, Calcium/calmodulin-dependent protein kinase II alpha; Camk2d, Calcium/calmodulin-dependent protein kinase II delta; Cav1, Caveolin 1; Cav2, Caveolin 2; Cav3, Caveolin 3; Cdc42ep4, CDC42 effector protein 4; Cdh2, Cadherin 2; Cdh20, Cadherin 20; Cds1, CDP-diacylglycerol synthase 1; Cds2, CDP-diacylglycerol synthase 2; Cfl2, Cofilin 2; Creb3l2, CREB3-like transcription factor 2; Des, Desmin; Ednra, Endothelin receptor type A; ERK, Extracellular signal-regulated kinase; Fasn, Fatty acid synthase; Gna13, G protein subunit alpha 13; Gng12, G protein subunit gamma 12; Gng2, G protein subunit gamma 2; Gng4, G protein subunit gamma 4; Gpd1, Glycerol-3-phosphate dehydrogenase 1; Gpd2, Glycerol-3-phosphate dehydrogenase 2; Grb2, Growth factor receptor bound protein 2; Gys2, Glycogen synthase 2; Hspb2, Heat shock protein family B member 2; Il15, Interleukin 15; Itga8, Integrin subunit alpha 8; Itgb6, Integrin subunit beta 6; Itpr1, Inositol 1,4,5-trisphosphate receptor type 1; Itpr2, Inositol 1,4,5-trisphosphate receptor type 2; Itpr3, Inositol 1,4,5-trisphosphate receptor type 3; Kcna4, Potassium voltage-gated channel subfamily A member 4; Kcnab1, Potassium voltage-gated channel auxiliary subfamily B member 1; Kcnb1, Potassium voltage-gated channel subfamily B member 1; Kcng4, Potassium voltage-gated channel modifier subfamily G member 4; Kcnh2, Potassium voltage-gated channel subfamily H member 2; Kcnj3, Potassium inwardly-rectifying channel subfamily J member 3; Kcnk3, Potassium two-pore domain channel subfamily K member 3; Kcnq1, Potassium voltage-gated channel subfamily Q member 1; Lama2, Laminin subunit alpha 2; MAPK, Mitogen-activated protein kinase; Mapk12, Mitogen-activated protein kinase 12; Mapk4, Mitogen-activated protein kinase 4; Mlxip1, MLX interacting protein-like (ChREBP); Nd1, NADH dehydrogenase

subunit 1 (mitochondrial); Nd2, NADH dehydrogenase subunit 2; Nd3, NADH dehydrogenase subunit 3; NAFLD, Non-alcoholic fatty liver disease; Nd4, NADH dehydrogenase subunit 4; Nd4l, NADH dehydrogenase subunit 4L; Nd5, NADH dehydrogenase subunit 5; Nd6, NADH dehydrogenase subunit 6; Nfatc1, Nuclear factor of activated T cells 1; Nfatc2, Nuclear factor of activated T cells 2; Nfatc3, Nuclear factor of activated T cells 3; Nfatc4, Nuclear factor of activated T cells 4; Ntrk2, Neurotrophic receptor tyrosine kinase 2; Pak6, p21-activated kinase 6; Phkg1, Phosphorylase kinase catalytic subunit gamma 1; Pla2g5, Phospholipase A2 group V; Plcb1, Phospholipase C beta 1; Pln, Phospholamban; Pnpla3, Patatin-like phospholipase domain containing 3; Ppm1j, Protein phosphatase Mg^{2+}/Mn^{2+} dependent 1J; Ppp1ca, Protein phosphatase 1 catalytic subunit alpha; Prkag2, Protein kinase AMP-activated non-catalytic subunit gamma 2; Prkar1a, Protein kinase A regulatory subunit 1A; Prkar2b, Protein kinase A regulatory subunit 2B; Prkca, Protein kinase C alpha; Prkcb, Protein kinase C beta; Ptpmt1, Protein tyrosine phosphatase mitochondrial 1; Rhoa, Ras homolog family member A; Rhob, Ras homolog family member B; Rhoj, Ras homolog family member J; Rhou, Ras homolog family member U; Rock1, Rho-associated protein kinase 1; Rock2, Rho-associated protein kinase 2; Ryr2, Ryanodine receptor 2; Scn1b, Sodium voltage-gated channel beta subunit 1; Scn2b, Sodium voltage-gated channel beta subunit 2; Scn3b, Sodium voltage-gated channel beta subunit 3; Scn4b, Sodium voltage-gated channel beta subunit 4; Slc25a4, Solute carrier family 25 member 4; Slc25a5, Solute carrier family 25 member 5; Slc25a6, Solute carrier family 25 member 6; Slc8a1, Sodium/calcium exchanger 1; Srebf1, Sterol regulatory element-binding transcription factor 1; Stat3, Signal transducer and activator of transcription 3; Stat5b, Signal transducer and activator of transcription 5B; Tpcn2, Two-pore segment channel 2; Trdn, Triadin

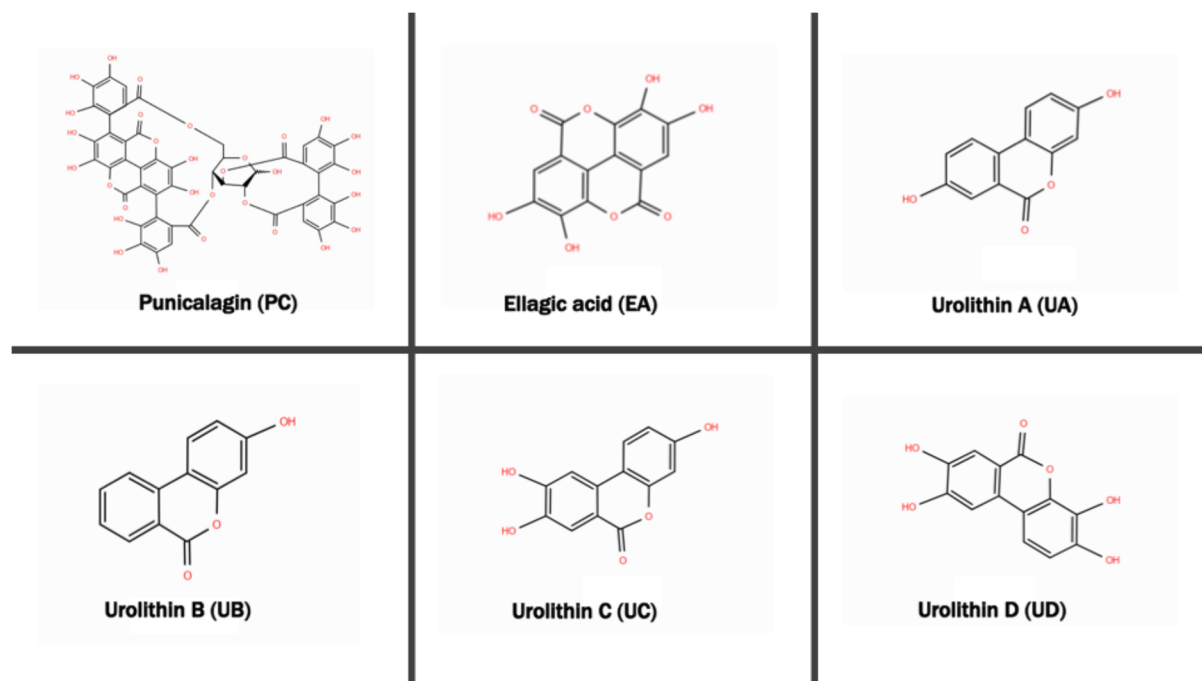

Supplementary Figure S1. Structures of punicalagin, ellagic acid and urolithins A-D

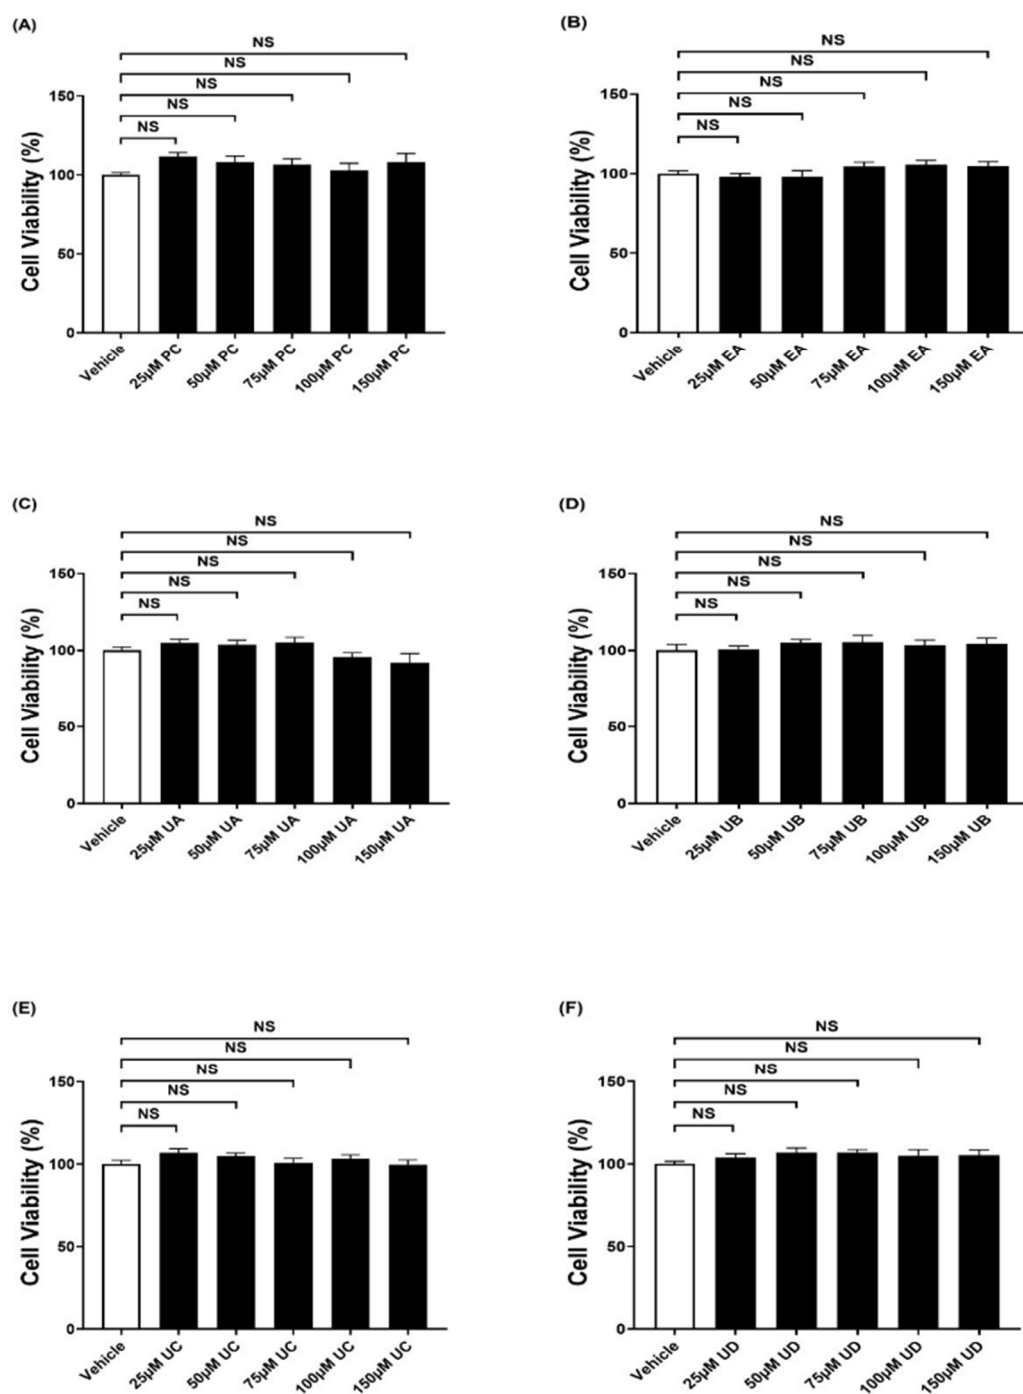

Supplementary Figure S2. PC and its metabolites have no effects on the viability of THP-1 macrophages after 24 hours

THP-1 macrophages were treated for 24 h with the DMSO vehicle (vehicle control) or different concentrations (25 μ M, 50 μ M, 75 μ M, 100 μ M and 150 μ M) of PC (A) or its metabolites: EA (B), UA (C), UB (D), UC (E) and UD (F) as indicated. Cell viability was assessed by monitoring the lactate dehydrogenase levels in the supernatant. The results are presented as percentage (mean $\pm$ SEM) of the vehicle control (assigned 100%) from four independent experiments. Statistical analysis was carried out by one-way ANOVA with Dunnett post-hoc analysis (NS, not significant).

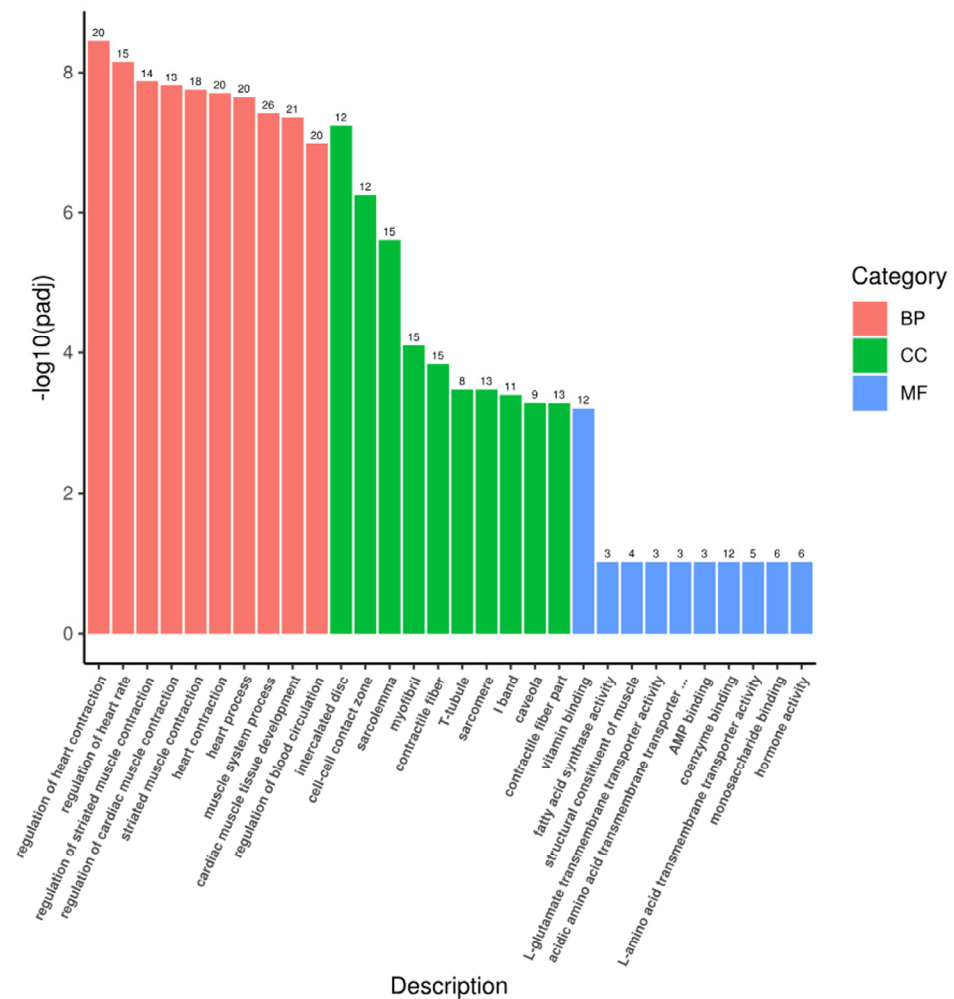

Supplementary Figure S3. The most enriched Gene Ontology (GO) terms bar chart

The GO term enrichment analysis is categorised into three main GO terms: Biological Process (BP); Cellular Component (CC) and Molecular Function (MF). The y-axis represents the negative logarithm of the p-value (adjusted for false discovery rate) on a base 10 scale ($-\log_{10} [p_{adj}]$), indicating the significance of enrichment. Each bar represents a different GO term, as labelled on the x-axis, with the bar's height reflecting the enrichment significance of that term. The bars are colour-coded: red for BP, green for CC, and blue for MF. Numbers atop the bars represent the count of genes associated with each GO term.

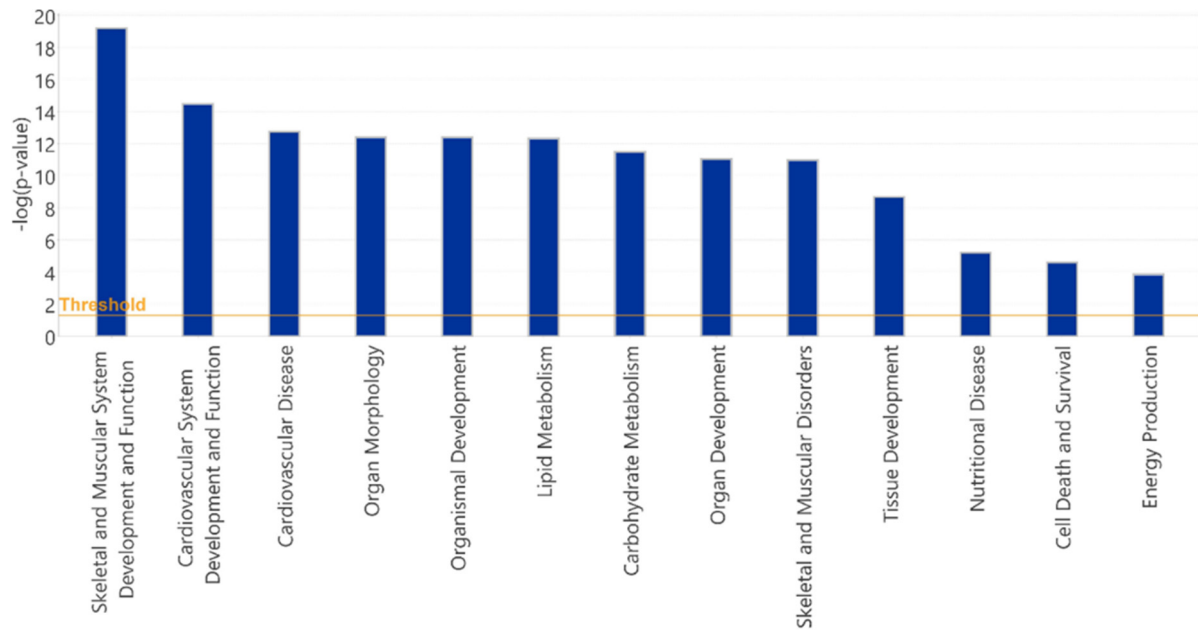

Supplementary Figure S4. Key biological functions altered by UA.

The figure illustrates key biological functions affected by UA treatment, with a focus on pathways related to atherosclerosis. The bars represent the $-\log(p\text{-value})$, indicating the statistical significance of the impact on each biological function, the longer the bar, the more significant the impact. The threshold line represents the default significance level ($p\text{-value}$ of 0.05), with functions surpassing this line considered as statistically significant.

How the deposited data were processed for this re-analysis (not part of the article)

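RNA was sequenced from the thoracic aortas of 8 male LDLr−/− mice, 4 fed HFD and 4 fed HFD+UA for 12 weeks, with 1 library per mouse and none pooled. According to the methods, the authors had poly(A)-selected libraries sequenced with paired-end reads, filtered, mapped and quantified by a service provider, and used IPA on genes with an adjusted p under 0.05. The processing notes of the submitters name HISAT2, featureCounts, DESeq2 and the GRCm38 genome, without versions, and the annotation release was not found in the sources used here. Samples were mapped to the groups by their titles, which correspond to the names of the 8 value columns; a treatment field that gives HFD+UA for all 8 samples was not used. No column was left unmapped.

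The deposited table holds FPKM made by the authors, although it is labelled as counts: its values are not whole numbers. Multiplied by the merged exon length of each gene (GENCODE M21 annotation), 98.09–98.46% of the values worth 50 reads or fewer per library came within 0.02 of a whole number of reads. The divisor of each library was not its plain read total, and how the authors scaled the FPKM is not given in the sources used here. The recovered reads, summed per library, were 15872609–18586191 in HFD and 15151262–21637695 in HFD+UA. At these depths a gene with a few reads per library carries large counting error, which is why reads are given beside the lowest values. Mitochondrial genes took 11.6–16.4% of the reads of a library and the 10 most abundant genes 14.3–20.3%. Of 54532 genes, 37 had no annotation and could not be given a length, and 219 share a symbol with another gene.

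A count-based quasi-likelihood test had been planned. Because the values are FPKM, it was replaced by limma 3.58.1 (R 4.3.3, with statmod 1.5.0) on log2(FPKM + 0.1), with a design of group alone and empirical Bayes moderation with the trend and robust options. The pseudocount and the filter, an FPKM of at least 0.1 in at least 4 of 8 libraries, were chosen after a few values per sample had been seen but before any test, and they left 19873 genes. Adjustment was by Benjamini-Hochberg over these genes, and a gene was called at an adjusted p under 0.05. Fold changes are on the log2(FPKM + 0.1) scale. DESeq2 and edgeR were not run. The test was tried on simulated data made from these libraries: of 19247 genes tested, it called 9 of 62 genes changed 1.5-fold, 21 of 65 changed 2-fold and 57 of 65 changed 4-fold, all in the right direction, with 6 unchanged genes called.

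Gene lists of pathways, of cell types that a dissected aorta can hold and of stress genes (58 in all) were fixed with the plan, and 57 had at least 4 tested members. Each was tested with camera from limma with an inter-gene correlation preset at 0.01, with the correlation estimated for the list, and with fry, and adjusted over the 57 lists. Counts of members were taken at an adjusted p under 0.05 over all genes and over the list alone. The genes of Supplementary Tables S1 and S2 were treated the same way; Slc25a6 of the latter was not tested. List scores are means of log2(FPKM + 0.1) over tested members and were compared with exact permutation tests over all ways to divide the 8 libraries into 4 and 4. Correlations with a marker score used values centred within each group, permuted within groups (576 permutations), and 10000 random gene lists of like abundance.

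The genes named in the text follow a rule fixed with the plan: (a) the 12 higher and 12 lower protein-coding genes with the smallest adjusted p whose groups did not overlap, leaving out unnamed gene models; (b) every gene the paper names for RNA-seq or lists in Supplementary Table S1, whose values in that table had been seen; (c) for each gene list and each pathway of Supplementary Table S2, up to 4 members with the largest change among those past the threshold or, where none passes, the 2 with the smallest p; and (d) a fixed set of 24 genes of lipid metabolism, inflammation, SMCs, matrix, heart and fat. The 3 genes past the threshold were named as well. Genes outside this rule are said in the text to have been chosen after their values were seen.

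Each result was recomputed with RLE-type and upper-quartile scaling, without the filter, with a filter of FPKM 1, with the replicate number as a block, without each library in turn, and with the cardiomyocyte or brown adipocyte score as a covariate. Both scores separate the groups, so as a covariate either can take up part of any group difference. Added after the data had been seen were pseudocounts of 0.5 and 1, voom in limma on the recovered reads (at least 10 reads in at least 4 libraries), FPKM rescaled to the plain read totals, limma without the robust option and limma with a weight per sample. The replicate numbers do not pair the mice: only numbers 2 and 7 occur in both groups, and deviations of libraries with the same number correlated at 0.0189 and 0.0317. Plaque, blood, weight and cell culture results were not analysed here, nor were the IPA and GO analyses, whose databases were not used. Calculations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.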

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

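The tests of the heart muscle pattern were chosen only after its result was seen, and the pair of counts over other splits for unadjusted p and gene lists was set after the counts of the real groups, though before those of the other splits, were seen, while the rule for reading the adipocyte score was changed after its value was seen.

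The cardiomyocyte and calcium handling lists were called lower with UA by camera in limma at the preset correlation but not with the estimated correlation, and 0 of their genes passed over all genes in limma (at an unadjusted p under 0.05, 18 cardiomyocyte genes were lower, and 21 calcium handling genes were lower and 3 higher). Of 31 tested genes in the calcium signalling, NFAT, cardiac β-adrenergic and cardiac hypertrophy pathways of Supplementary Table S2, 18 were lower when adjusted over these genes alone; none is in the cardiomyocyte list, and centred within groups their median correlation with the cardiomyocyte score was 0.880 (95th percentile of random lists 0.244; mean score r = 0.972, exact permutation p = 0.00347, adjusted over 5 relations 0.0174; rho = 0.929, exact permutation p = 0.00694; r = 0.895 without HFD+UA replicates 5 and 7, the farthest from the median). For the 20 lower genes of Supplementary Table S1 the median correlation was 0.646 (r = 0.778, exact permutation p = 0.0365, adjusted 0.0911; rho = 0.905, exact permutation p = 0.0104; r = 0.745 without the same 2 libraries). A smaller share of heart muscle in the HFD+UA samples is therefore a candidate explanation of part of these differences: no cardiomyocyte marker is in another list or in Supplementary Tables S1 or S2, 13 of 21 were above 1 FPKM in every library, and the most abundant, Myl7, Nppa and Actc1 (named after their values were seen), were at 2685, 2657 and 2157 FPKM in HFD and 908, 276 and 756 in HFD+UA (log2 fold changes without HFD+UA replicate 5 of −1.195, −2.96 and −1.16 in place of −2.25, −4.47 and −1.85). An effect of UA on the same genes within aortic cells, or on cardiac tissue (the paper reports a lower heart weight), stays open and was not tested.

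The fatty acid synthesis and adipocyte lists were called higher with UA by camera in limma at the preset correlation but not with the estimated correlation, 0 of their genes passed over all genes in limma (12 and 4 higher at an unadjusted p under 0.05), and the adipocyte call was lost without HFD replicate 3 (median 0.20). The fatty acid synthesis score minus the adipocyte score differed between the groups by 0.442 (exact permutation p = 0.0571), so this pattern cannot be told apart from a larger share of adipocytes, because the groups overlap: HFD replicate 3 was at −1.74 and HFD+UA replicate 7 at −1.91. Minus the brown adipocyte score it differed by 0.366 (exact permutation p = 0.0286, the smallest this design allows). With that score as a covariate the list remained called at the preset correlation, with its median at 0.43 in place of 0.99. These values would argue against a larger share of brown adipocytes as the whole cause of the fatty acid synthesis pattern only if both scores rose equally with that share. That was not tested, so no conclusion is drawn. Such a share as the whole or a part of this pattern, and in other genes, stays open. Centred within groups, the 20 higher genes of Supplementary Table S1 had a median correlation with the brown adipocyte score of 0.698 (95th percentile of random lists 0.426; mean score r = 0.735, exact permutation p = 0.0764, adjusted 0.127; r = 0.879 without HFD replicate 3 and HFD+UA replicate 5), with the adipocyte score of 0.417 (95th percentile 0.301) and with the cardiomyocyte score of −0.0488. Of the 40 log2 fold changes of that table, 26 differ from those in the paper when the brown adipocyte score is a covariate, against 4 without it. With the cardiomyocyte score as a covariate 17 differ, and with the replicate number as a block 11. Both scores separate the groups (exact permutation p = 0.0286 for each), so as covariates they can take up part of any group difference. No brown adipocyte marker is in another list, 9 of 11 were above 1 FPKM in every library, and their most abundant genes were Cox8b (named after its values were seen; 2290 against 1673 FPKM) and Ucp1 (2200 against 1203 FPKM). A larger share of white fat, induction of lipid synthesis in fat cells and an effect of UA on the vessel wall stay open, and cholesterol biosynthesis minus the adipocyte or brown adipocyte score differed by 0.134 and 0.0574 (exact permutation p = 0.571 for both).

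The number of DEGs depends on single libraries: without HFD+UA replicate 7 limma called 253 genes, among them the 3 called with it, while it called 2 without HFD replicate 7 and 0 without any of the other 6. Of the genes named here outside Supplementary Table S1, those called without HFD+UA replicate 7 and not with it were Vwf, Sipa1l2, Pfkp, Tkt, Cpox, Lyve1, Ednra, Lss, Klhdc1, Dock8, Slc8a1, Idi1, Cds2, Sept9, Akap6, Eno1 and Trbc2. With 3 genes called between the real groups, 8 of the 35 ways to split the libraries into 4 and 4 gave as many, and the highest other split gave 6, so chance is not excluded for this count. For genes at an unadjusted p under 0.05, the real groups gave 3139 and the highest other split 2643. Only the real split, 1 of 35, gave as many. That is the smallest share this test can return, so it weighs against chance for that number without excluding it. For called gene lists, 7 of 35 splits gave as many as the real 21, the highest 28, so chance is not excluded. On the first principal component (30.2% of the variance) HFD+UA replicate 7 lay at −3.68, nearest to the HFD libraries (−56.4 to −15.8), and replicate 5 at 87.4. Of the HFD+UA libraries, replicate 7 also had the most recovered reads of Myh6 (98183) and replicate 5 the fewest (2331). A differing share of heart muscle is therefore a candidate explanation for their place, and it was not tested.

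By Dixon's test, 13 of 440 sets of 4 libraries, taken over the gene lists and the genes that this text names, held 1 library apart from the other 3, where chance alone gives about 1 in 20 (22). None of the 13 was tested further. That total does not show any single gap to be chance: Ager had 622 recovered reads in HFD replicate 4 and 3–9 in the other HFD libraries. The genes entering this count were settled after the separate values had been seen. The list scores were the lung airway score in HFD replicate 4 (6.56 against 3.01–3.44), the pentose phosphate score in HFD replicate 3 (4.22 against 4.53–4.58) and the thyroid score in HFD+UA replicate 5 (0.0313 against −0.775 to −0.726). In FPKM, HFD+UA replicate 7 was the highest of its group for Dkk3 (98.4 against 52.0–56.8), Klhdc1 (2.46 against 1.90–1.94), Nceh1 (11.1 against 4.80–5.72), Ppara (25.1 against 16.7–17.7) and Ptgs2 (3.41 against 1.09–1.48), and replicate 5 the lowest for Cenpa (1.02 against 2.41–2.48). HFD replicate 2 was the highest for Ldlr (5.78 against 4.24–4.42), HFD replicate 4 the highest for Ager (15.1 against 0.0860–0.262), HFD replicate 3 the lowest for Cd1d1 (15.0 against 30.9–32.6) and HFD replicate 7 the lowest for Adcy10 (0.183 against 0.282–0.293).

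Of the cell-type lists, which the paper does not examine in its RNA-seq data, 6 were called higher in HFD+UA than in HFD by camera in limma, though Des of the contractile SMC list and Gldn of the Schwann cell list are in Supplementary Table S1, and Des and Itga8 in Supplementary Table S2. The median log2 fold changes were 0.463 for contractile SMCs, 0.648 for T cells, 0.380 for adipocytes of all kinds, 0.565 for brown adipocytes, 0.399 for Schwann cells and 1.47 for red blood cells. By staining, the paper reports less T cell content and more SMC content in plaque of the aortic root, and it reports a higher brown fat weight. The T cell list goes the other way from that staining, but RNA of the whole thoracic aorta is a different measure of a different site. Its score did not separate the groups (exact permutation p = 0.171). None of the 6 was called with the estimated correlation, all but the red blood cell list lost the call with at least 1 of the stricter filter, the replicate block and the 2 covariates, the contractile SMC call was lost without HFD+UA replicate 5 (median 0.21) and the adipocyte call without HFD replicate 3 (median 0.20), and 1 adipocyte marker, 0 T cell markers and 0 red blood cell markers are in another list. The red blood cell signal rests on 5 genes, of which Hba-a1 was at 757 ± 382 against 301 ± 269 FPKM and Hbb-bs at 1089 ± 514 against 483 ± 450 FPKM (log2 fold change of 1.50, or 0.99 without HFD replicate 2). Reads of the paired globin genes are shared between near-identical copies, and the list's call was lost without HFD replicate 2 or 4 or HFD+UA replicate 7 (medians 0.89, 1.27 and 1.14).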

How the results depend on the processing

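The alternatives with pseudocounts 0.5 and 1, voom on recovered reads, read-total scaling, no robust variance and sample weights were chosen only after the data had been seen, the last 2 after the number of DEGs. DESeq2 and edgeR, which were planned, were not run, and the reads recovered from the FPKM were tested with voom in limma alone.

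The number of genes called by limma was 3 (1 higher and 2 lower), the same with RLE-type or upper-quartile scaling and without the robust option. It was 0 in each direction (and 0 for Supplementary Table S1) without the filter, with the stricter filter, with the replicate number as a block, with the cardiomyocyte or the brown adipocyte score as a covariate, with pseudocounts of 0.5 and 1 and with voom on recovered reads. Over all settings the genes at an unadjusted p under 0.05 numbered 1006–3707. Sample weights gave 5 genes (3 higher and 2 lower), with 2 of Supplementary Table S1 and 1 of Supplementary Table S2. Read-total scaling gave 4 (2 higher and 2 lower), with 2 and 1 of these tables. Without 1 library the number ran from 0 to 253 (0 to 104 higher and 0 to 149 lower), with 0 to 34 of Supplementary Table S1 and 0 to 12 of Supplementary Table S2, each highest without HFD+UA replicate 7; without HFD replicate 7 it was 2.

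Camera in limma called 21 lists, and 17–23 in the settings that keep the preset correlation, while with the estimated correlation and with fry it was 0. Fatty acid synthesis, cholesterol biosynthesis and pentose phosphate lists were called in all 21 settings that keep it.

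The direction of a list is that of camera in limma, which sets its genes against all others, so the median given can keep its sign where the direction turned. A gene turned when its log2 fold change changed sign. Most of these turns were in lists and genes called neither before nor after, and each of the 3 called genes kept its sign in every setting in which it was tested.

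With the brown adipocyte score as a covariate, 16 lists turned (medians: triacylglycerol synthesis 0.0147, lipolysis and lipid droplet proteins −0.0524, glycolysis −0.0451, fatty acid oxidation and PPARα targets −0.123, nuclear-encoded respiratory chain −0.190, mitochondrially encoded respiratory chain −0.172, ERK/MAPK output genes 0.181, endothelial adhesion molecules 0.0574, matrix proteases and inhibitors 0.258, modulated SMCs 0.652, adventitial fibroblasts 0.000819, B cells −0.665, neutrophils 0.615, adipocytes of all kinds −0.155, white adipocytes −0.304, lung and airway epithelium 0.769) and 19 genes turned (Acp5 −0.0294, Hoxc8 −0.135, Pax5 −0.00608, Cd68 0.335, Hmgcr 0.161, Ndufs4 −0.0523, Adipoq −0.221, Cidea −0.0426, Gsto2 −0.0359, Cox8b −0.217, Col3a1 0.130, Vcam1 0.652, Cd1d1 −0.243, Comp 0.363, Ptgs2 0.0591, Camp 0.580, Adig −0.0390, Fabp4 −0.136, mt-Nd4 −0.118).

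With the cardiomyocyte score as a covariate (which turns cardiomyocyte genes by construction), 17 lists turned (medians: mitophagy and autophagy −0.00882, aryl hydrocarbon receptor targets −0.0948, vitamin C transport and recycling −0.158, calcineurin and NFAT 0.0269, Rho GTPases and effectors 0.0360, MCP-1 and other chemokines 0.0497, inflammatory cytokines and inflammasome 0.0152, collagens and elastic fibre matrix −0.157, Wnt ligands and regulators −0.0429, osteochondrogenic genes −0.234, cell cycle −0.0170, cardiomyocytes 0.260, skeletal muscle fibres 0.0832, contractile SMCs −0.0525, mast cells 0.164, sympathetic neurons −0.0457, squamous epithelium −0.714) and 15 genes turned (Dbh 0.0525, Col1a1 −0.155, Cpa3 0.0657, Mmp8 −0.234, Myl7 0.491, Srebf2 −0.0428, Trp63 −0.232, Lox −0.0478, Msr1 0.00947, Cenpa 0.168, Ptgs2 0.110, Ccl2 0.0934, Pln 0.540, Myh6 0.489, Actc1 0.0570).

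With the replicate number as a block, which leaves only replicates 2 and 7 to compare, 16 lists turned (medians: mitophagy and autophagy 0.0326, NADPH oxidase subunits 0.200, vitamin C transport and recycling −0.0397, ERK/MAPK output genes 0.0887, MCP-1 and other chemokines 0.0561, inflammatory cytokines and inflammasome 0.161, collagens and elastic fibre matrix −0.104, matrix proteases and inhibitors −0.0187, osteochondrogenic genes −0.0599, cell cycle 0.000452, modulated SMCs 0.0317, macrophages 0.00460, neutrophils 0.701, mast cells 0.305, squamous epithelium −0.0468, lung and airway epithelium −0.00459) and 10 genes turned (Col1a1 −0.0893, Cpa3 0.265, Ager 0.0761, Ncf1 0.128, Cd68 0.200, Dcn 0.0704, Hmgcr 0.0233, Ptgs2 0.150, Camp 0.0619, Ccr2 0.0990).

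In other settings these turned: with read-total scaling neutrophils 0.0315, mast cells −0.120, thyroid follicular cells 0.0960, Col1a1 −0.0105, with sample weights modulated SMCs −0.0562, squamous epithelium −0.0918, Cd68 0.0106, with the stricter filter neutrophils 0.112, with voom on recovered reads aryl hydrocarbon receptor targets 0.0149, NADPH oxidase subunits 0.0736, neutrophils 0.104 and with fry NADPH oxidase subunits 0.0468.

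Without 1 library at a time these turned in at least 1 case, with the range over all 8: NADPH oxidase subunits (−0.147 to 0.132), vitamin C transport and recycling (−0.127 to 0.287), ERK/MAPK output genes (−0.0398 to 0.0265), inflammatory cytokines and inflammasome (−0.216 to −0.00950), matrix proteases and inhibitors (−0.117 to 0.0473), osteochondrogenic genes (−0.138 to 0.418), circadian clock (−0.0656 to 0.128), immediate early and heat shock genes (−0.0498 to 0.633), cell cycle (−0.232 to 0.00871), modulated SMCs (−0.298 to 0.144), B cells (−0.0987 to 0.560), neutrophils (−0.169 to 0.411), mast cells (−0.316 to 0.140), thyroid follicular cells (−0.307 to 0.337), squamous epithelium (−0.328 to 0.534), lung and airway epithelium (−0.611 to 0.329), Col1a1 (−0.0675 to 0.127), Ager (−1.79 to 0.329), Cd68 (−0.177 to 0.150), Hmgcr (−0.174 to 0.0185), Ppara (−0.336 to 0.200), Srebf2 (−0.00656 to 0.133), Ccr2 (−0.262 to 0.0812).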

Differences from the paper's values

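The settings marked below as chosen after seeing the values were chosen only then. In the main setting, limma replaced the planned count-based test because the values are FPKM. Its pseudocount and filter were chosen after a few values per sample had been seen but before any test. The other alternatives were set before the data were examined.

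The paper gives 867 DEGs, 541 downregulated and 326 upregulated, at an adjusted p under 0.05, and limma on log2(FPKM + 0.1) gives 3, with 2 lower and 1 higher. All 3 numbers differ from those of the paper in every setting, and the closest was 253 (149 lower and 104 higher) without HFD+UA replicate 7. DESeq2, which the notes of the submitters name, was not run on these FPKM. Of the 40 genes of Supplementary Table S1 that the paper calls, limma calls Gm30735, as it does with RLE-type or upper-quartile scaling. It calls 34 without HFD+UA replicate 7, 2 with sample weights or read-total scaling and 1 without the robust option (these 3 chosen after seeing the values, and dropping 38, 38 and 39 of the 40), and 0 in the other settings. Of the tested genes of Supplementary Table S2, 12 are called without HFD+UA replicate 7, 1 with sample weights and 1 with read-total scaling, and 0 otherwise.

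The log2 fold changes of Supplementary Table S1 and those computed here correlate at 0.997 across the 40 genes, which are not independent replicates. Under the rule set for such pairs, 2 values differ when their signs differ or their gap exceeds the gene's residual SD within groups. By this rule 4 of the 40 differ, and 6 and 11 do with pseudocounts of 0.5 and 1 (both chosen after seeing the values). Atp4b is at 2.63393 in the paper and 2.25 here. The gap remains but comes within that SD with upper-quartile scaling (2.27), without HFD replicate 2 (2.27) or 4 (2.32) and without HFD+UA replicate 5 (2.35) or 7 (2.43), and not in the other settings set before. Gm30735 is at −3.16306 in the paper and −2.75 here. Its gap comes within the SD without HFD replicate 2 (−2.88) or 4 (−2.88), without HFD+UA replicate 2 (−2.84), 7 (−2.79) or 8 (−2.77) and with the brown adipocyte covariate (−2.87), and not in the others. Klhl32 is at −1.35422 in the paper and −1.11 here. Its gap comes within the SD with the replicate block (−1.14), without HFD replicate 2 (−1.18) or 4 (−1.17) and without HFD+UA replicate 7 (−1.20), and not in the others in which it was tested, which leaves out the stricter filter. Tg is at −1.48428 in the paper and −1.05 here, and it differs in every setting set before in which it was tested, which leaves out the stricter filter. With voom on recovered reads, chosen after seeing the values, 0 of the 40 differ, while that setting drops all 40 calls. The first p of Supplementary Table S2 is printed with a minus sign, which a p cannot have, and the p column of that table was not used.

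The paper gives lipid and carbohydrate metabolism as inhibited functions by IPA, while its Supplementary Table S1 has genes such as Acly, Elovl6, Pgd and Gpd1 as upregulated. A function scored by IPA and the median of a gene list are different measures. Here fatty acid synthesis, cholesterol biosynthesis and pentose phosphate genes had positive medians (0.99, 0.62 and 0.45) and were called higher by camera in limma at the preset correlation, as were triacylglycerol synthesis and lipolysis, while glycolysis genes went both ways and were not called. None of these calls held with the estimated correlation. With the brown adipocyte covariate those of triacylglycerol synthesis and lipolysis were lost (medians 0.01 and −0.05), and with the cardiomyocyte covariate glycolysis was called higher (0.43). The paper gives Rho family signalling as inhibited. Of its own 18 genes for that pathway, 7 were lower and 3 higher when adjusted over the list alone. In the list of 18 genes fixed beforehand, of which 8 are also in Supplementary Table S2, 14 were positive. The median of that list was 0.06 and it was not called. The paper gives the MCP-1 pathway as inhibited and those of PPARα/RXRα and vitamin C as activated. Here the MCP-1 and vitamin C lists were not called, though the MCP-1 list was called lower without HFD+UA replicate 2. Ppara had a log2 fold change of −0.04, and the list of fatty acid oxidation and PPARα targets was called higher by camera in limma at the preset correlation. That call was lost with the estimated correlation, without HFD replicate 3 (median 0.19) and without HFD+UA replicate 2 (0.23), and with the brown adipocyte covariate the list was called lower (−0.12). The paper gives ERK/MAPK signalling as inhibited. Of its own 11 genes for that pathway, 8 were lower and 1 higher when adjusted over the list alone, while the list of ERK output genes fixed beforehand was not called, and it was called higher with the brown adipocyte covariate (0.18). The paper reports less CD3+ T cell content in plaque of the aortic root. Here the T cell list in the thoracic aorta was called higher by camera in limma at the preset correlation (0.65). Staining of root plaque and RNA of the whole thoracic aorta are different measures. The call was lost with the estimated correlation, the stricter filter or the brown adipocyte covariate. The T cell score was above the HFD range in HFD+UA replicates 2 and 8 but not 5 and 7 (exact permutation p = 0.171).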

Other observations

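The adventitia of the aorta holds lymphatic vessels, nerve fibres with their Schwann cells, and lymphocytes, and the paper does not report on these from its RNA-seq. Of 6 lymphatic endothelial genes, 3 (Lyve1, Prox1 and Flt4) were lower with UA when adjusted over the list alone, and 0 passed over all genes in limma (3 at an unadjusted p under 0.05). The list's median log2 fold change was −0.53, with an adjusted p of 0.00879 by camera in limma and, with the estimated correlation, a p of 0.0460 before adjustment, and the call was lost with the estimated correlation and with the brown adipocyte covariate (median −0.42). With the cardiomyocyte covariate the median was −0.28 and with the replicate block −0.27. Prox1, the transcription factor gene that keeps lymphatic identity, was at 1.20 ± 0.925 FPKM in HFD+UA and 4.09 ± 0.983 in HFD. Its recovered reads numbered 22 in HFD+UA replicate 5, which has the lowest cardiomyocyte score, and 374 in replicate 7, which has the highest of that group, and with the cardiomyocyte covariate its log2 fold change was −0.28 in place of −2.05. Lyve1 (named after its values were seen) was at 12.6 ± 4.89 and 20.2 ± 2.22 FPKM, with −0.31 in place of −0.75. Its reads in HFD+UA were also fewest in replicate 5 (450) and most in replicate 7 (1059). The changes of Prox1 and Lyve1 therefore cannot be told apart from that of the cardiomyocyte score. Schwann cell genes went the other way: 2 of 9, Gldn (6.80 ± 1.21 against 2.50 ± 1.07 FPKM) and S100b (54.8 ± 17.5 against 26.8 ± 7.81 FPKM), were higher when adjusted over the list alone (0 over all genes in limma, 2 at an unadjusted p under 0.05), with an adjusted p of 0.00879 by camera in limma and, with the estimated correlation, a p of 0.121. Gldn is also in Supplementary Table S1, and the list's median of 0.40 was 0.24 without HFD replicate 3, while its call was lost with the cardiomyocyte (0.28) and brown adipocyte (0.14) covariates. All 8 sympathetic neuron genes were negative (median −0.48). The neuron list was not called (adjusted p of 0.0583 by camera in limma, and p = 0.367 with the estimated correlation), but it was called lower in 9 of 21 other settings. T cell genes were positive in 13 of 14, with an adjusted p of 0.00701 by camera in limma (with the estimated correlation, p = 0.254), though none of the 14 was above 1 FPKM in every library, and the call was lost with the stricter filter and with the brown adipocyte covariate. The list score was raised in a pair of HFD+UA libraries, replicates 2 and 8 (0.163 and 0.221), while replicates 5 and 7 (−0.741 and −0.776) lay within the HFD range (−1.35 to −0.446; exact permutation p = 0.171). Replicates 2 and 8 also had the highest B cell, white adipocyte and brown adipocyte scores of the 8 libraries. With pseudocounts of 0.5 and 1 the T cell median was 0.40 and 0.26. Trbc2 was at 3.46 ± 1.76 against 1.23 ± 0.414 FPKM and Cd3e at 0.329 ± 0.154 against 0.120 ± 0.0260 FPKM, and 0 passed in limma over all genes or over the list alone (2 at an unadjusted p under 0.05).

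ER stress genes had a median of −0.24 over 12 genes, with an adjusted p of 0.0285 by camera in limma (with the estimated correlation, p = 0.0556). Atf6, a sensor of unfolded proteins, was at 9.19 ± 1.38 against 13.4 ± 2.39 FPKM and Herpud1, of protein degradation at the ER, at 50.6 ± 11.0 against 66.3 ± 7.14 FPKM, and 0 passed in limma over all genes or over the list alone (2 higher and 3 lower at an unadjusted p under 0.05). The call was lost without HFD replicate 3 (median −0.23), without HFD+UA replicate 5 (median −0.25) and in 5 other settings: the stricter filter, the replicate block, both covariates and voom on recovered reads. The nuclear-encoded respiratory chain was positive in 32 of 38 genes, with a median of 0.12, an adjusted p of 0.0211 by camera in limma and, with the estimated correlation, a p of 0.604; 0 of its genes had an unadjusted p under 0.05, and the call was lost without HFD replicate 3 (0.09) and without HFD+UA replicates 2 (0.03) or 8 (0.05), while without HFD+UA replicate 5 the median was 0.24. With the brown adipocyte covariate the list was called lower (−0.19), and with the cardiomyocyte covariate it was called higher, with a median of 0.28. Skeletal muscle genes had a median of −1.06 (adjusted p of 0.0386 by camera in limma, and p = 0.285 with the estimated correlation), with 10 of 11 negative: Neb, for nebulin, was at 0.194 ± 0.134 against 0.535 ± 0.185 FPKM, and the 1 positive gene was Mylpf, for a fast-fibre myosin light chain, at 0.957 ± 0.237 against 0.479 ± 0.0771 FPKM. That call was lost without HFD replicate 3 (−0.81) or 7 (−0.90) and without HFD+UA replicate 2 (−0.91) or 8 (−0.92), and also without the filter (−0.14), with the stricter filter (−1.09), the replicate block (−0.31), the brown adipocyte (−0.13) and cardiomyocyte (0.08) covariates and read-total scaling (−1.11), which makes 10 of 21 settings.

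Lep, for the fat hormone leptin, was at 32.5 ± 14.4 FPKM in HFD+UA and 8.89 ± 8.37 in HFD (log2 fold change of 2.12, limma adjusted p = 0.180). Ldlr, which is disrupted in these mice, was at 6.46 ± 0.861 against 4.68 ± 0.737 FPKM (limma adjusted p = 0.183), with HFD replicate 2 above the other HFD libraries. Its reads come from the altered allele, and the part of the transcript that they cover cannot be read from FPKM. The collagen genes Col1a1 and Col3a1, which the plaque stability of the paper's in vivo data concerns, had log2 fold changes of 0.04 and −0.15 in the whole thoracic aorta, and the collagen list was not called (adjusted p of 0.198 by camera in limma). It was called higher without HFD replicate 3 (median 0.12), without HFD+UA replicate 2 (0.10) and without HFD+UA replicate 7 (0.09), and higher or lower with the brown adipocyte (0.30) or cardiomyocyte (−0.16) covariate. Of the 57 lists tested, 36 were not called. Among these, mitochondrially encoded respiratory chain genes, mitophagy, aryl hydrocarbon receptor targets, inflammatory cytokines and the cell cycle were called in no setting in which they were tested. The IFN-γ response was called lower without HFD+UA replicate 2 (median −0.15) and with the brown adipocyte covariate (−0.40), and immediate early genes were called higher without HFD+UA replicate 8 (0.63) and with the replicate number as a block (0.89).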
